# Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade

**DOI:** 10.1186/1471-2164-13-30

**Published:** 2012-01-18

**Authors:** Kaori Munakata, Kiyoe Takashima, Mitsue Nishiyama, Naoko Asano, Akihito Mase, Kyoji Hioki, Yasuyuki Ohnishi, Masahiro Yamamoto, Kenji Watanabe

## Abstract

**Background:**

The traditional Japanese medicine juzentaihoto (JTX) is a pharmaceutical grade multi-herbal medicine widely used for the prevention of cancer metastasis and infection in immuno-compromized patients in Japan. The effect of JTX has been supposed to be intimately affected by the immunological properties of host and enteric microflora. The influence of JTX on the gene expression profile in the large and small intestines was investigated by microarray analyses using mice of different strains with or without enteric microflora.

**Results:**

In all types of mice, including germfree (GF) animals, the genes most affected by two-week oral JTX treatment were the type 1 interferon (IFN)-related genes including Stat1, Isgf3g and Irf7, which play a critical role in the feedback loop of IFN-α production cascade. In IQI specific pathogen free (SPF) mice JTX increased the steady state level of the expression of IFN-related genes, but had the opposite effect in IQI GF and BALB/c SPF mice. Promoter analysis suggests that tandem repeated $IRFF (the promoter sequences for interferon regulatory factors) may be a primary target for JTX action. Pre-treatment of JTX accelerated the effects of an oral IFN "inducer" 2-amino-5-bromo-6-methyl-4-pyrimidinol (ABMP) (up-regulation of IFN-α production in IQI strain and down-regulation in BALB/c mice), which is in good accordance with the effect of JTX on gene expression of type 1 IFN-related genes.

**Conclusions:**

Microarray analysis revealed that the target of JTX might be the transcription machinery regulating the steady-state level of genes involved in the ISGF3-IRF7 cascade, whose effect is bi-directional in a strain- and microbiota-dependent manner.

## Background

In Japan, certain traditional herbal medicines (Kampo medicines), which comprise hot water extracts from a mixture of medicinal plants, have been widely used as ethical drugs and become integrated into the modern medical system [1-4]. These traditional medicines are manufactured under strict scientific quality control and are covered by public health insurance. A large amount of clinical and basic research on Kampo medicines has been performed, including more than 10 multicenter, placebo-controlled, double-blind studies.

We investigated the effects of Juzentaihoto (JTX) in this study. JTX is a well known Kampo medicine that comprises 10 different herbs; *Ginseng radix*, *Astragali radix*, *Angelicae radix*, *Rehmanniae radix*, *Atractylodis lanceae rhizoma*, *Cinnamomi cortex*, *Poria*, *Paeoniae radix*, *Ligustici rhizoma *and *Glycyrrhizae radix*. JTX has been used for centuries for the treatment of various kinds of disease or disorders such as anemia, rheumatoid arthritis, atopic dermatitis, chronic fatigue syndrome and ulcerative colitis [5-12]. Experimental studies show that JTX reduces the side effect of chemotherapy and radiotherapy [13-17], prevents various types of cancer and its metastasis [18-24], improves osteoporosis [25,26] as well as atopic dermatitis [1], and protects against Candida infection [19,27]. The active substances responsible for stimulation of hematopoietic stem cell growth [28,29], various immunostimulating activities [28,30-34], alleviation of side-effects by chemotherapeutic agents [32,35], and protection against Candida infection [36] have been identified.

In Kampo therapy, medical care is individualized with tailoring prescriptions depending on the patients' constitution, disease state and responsiveness to therapy [2,37,38]. Indeed, the therapeutic effects of Kampo-medicines have been known to vary markedly among individuals. Therefore, depending on the individual patient it is not unusual to use different Kampo drugs to treat the same disease, or alternatively, to use the same drug to treat apparently different diseases. Thus, the effect of Kampo medicines should be investigated by taking into consideration the possible dependence on the constitution, for example the immunological properties, of the individual patient.

Most Kampo medicines administered orally are known to have probiotic, prebiotic and antibiotic properties. For example, we have previously demonstrated that JTX alters the population of intestinal microflora, which affects the gene expression of heat shock proteins hsp70 and hsp110 in the gut and liver (Kampo affects microflora) [39]. Conversely, certain glycosides included in Kampo medicines are known to require metabolic conversion to a bioactive deglycosylated form by intestinal flora for expression of their pharmacological activity (Microflora affects Kampo) [2]. Finally, certain immunomodulating effects of Kampo medicines, including JTX, are known to be mediated by chemical components that are not thought to be absorbed [33,36,40]. The components of Kampo medicines may affect general immunity indirectly, presumably through interaction with the gut local immune system. Thus, the intestinal microflora is thought to play a critical role in eliciting the beneficial effects of Kampo medicines.

Because each Kampo medicine contains a vast number of ingredients, the biological effects are presumably mediated by multiple active components and their various target sites of action. Thus, a study involving any specific medicinal component or site of action is, in principle, inadequate. To clarify the action of such a complicated medicine requires an exhaustive approach such as transcriptome or proteome analysis. However, there have been very few studies that adopt an "omics" approach aimed at studying the pharmacology of Kampo medicines.

Here, we have attempted to resolve the above-mentioned problem by using the following approaches. 1) We investigated the effect of JTX on gene expression in the large intestines. As previously described, the effect of JTX extends over various organs and the entire body. However, the biological properties of JTX on the intestines may involve a broad spectrum of pharmacological effects. 2) We used GeneChip^® ^arrays to obtain a genome-wide profile of gene expression after JTX treatment. 3) We compared enteric flora-present specific pathogen-free (SPF) and enteric flora-absent Germ-free (GF) mice of the IQI strain to evaluate the influence of microflora on the action of JTX. 4) To determine the effect of the difference of immune properties the same experimental investigation was additionally performed on SPF Balb/c mice. Our investigation has identified a possible molecular pathway to explain the well-known effect of JTX in reducing the incidence of viral infections. Specifically, JTX enhances interferon-α production *via *elevation of steady-state expression level of interferon regulatory factors such as Stat1, Stat2, Isgf3γ and Irf7.

## Results

### Literature analysis of GeneChip data

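Large intestine RNA of 9 mice was compared on MG-U74Av2 arrays, with 3 BALB/c SPF mice given juzentaihoto (JTX), 3 BALB/c SPF mice given water and 3 IQI SPF mice given JTX. JTX, the extract of a mixture of medicinal plants, was given orally at 1 g/kg body weight a day for 14 days, and the mice were 9 weeks old when the tissue was taken. Each array held the RNA of 1 mouse, so the spread within a group is the spread between mice. The water-treated IQI SPF mice of Experiment 1 are not analysed here, so an effect of JTX is computed for BALB/c mice only. The sample labels call the control mice untreated, while the methods give them water, and the word of the methods is used. The 3 BALB/c arrays with water were run in 1 batch and the 3 with JTX in another, so the treatment and the day of the run cannot be told apart. IQI SPF replicate 3 was run in a batch of its own, on another chip lot and fluidics protocol than replicates 1 and 2. Mean signals of the arrays, without the highest and lowest 2% of probe sets, were 131 to 147 for BALB/c water, 148 to 164 for BALB/c JTX and 89.0 to 181 for IQI SPF JTX as deposited by the authors. Every array was scaled to the same mean before genes were compared.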

Firstly, we investigated the effect of JTX on the steady state level of mRNA in the large intestines using IQI specific pathogen free (SPF) and Balb/c SPF mice (Experiment 1). 

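In BALB/c mice, Pdk4, Hsp110, Sgk, Slc34a2, Fos and Arntl had higher signals with JTX, and none of them passed singly after adjustment. Pdk4, a kinase that holds back the oxidation of glucose, had a scaled signal of 133 ± 8.11 with JTX and 53.3 ± 13.9 with water (mean ± SD, n = 3 mice each), a log2 fold change of 1.36 (SE 0.20, limma adjusted p = 0.102). Hsp110 (Hsph1), a partner of the chaperone Hsp70, was at 368 ± 88.7 and 179 ± 13.4, a log2 fold change of 1.02 (SE 0.16, limma adjusted p = 0.134). Sgk (Sgk1), a glucocorticoid-induced kinase that acts on sodium uptake, was at 838 ± 155 and 438 ± 97.2, and Slc34a2, a phosphate transporter of the epithelium, at 215 ± 34.3 and 114 ± 31.3. Fos, an early response transcription factor, had 713 ± 169 and 385 ± 48.4, and the clock activator Arntl 125 ± 30.1 and 75.4 ± 19.6, with log2 fold changes of 0.87 (SE 0.18, limma adjusted p = 0.263) and 0.73 (SE 0.22, limma adjusted p = 0.557). Of 13 heat shock genes 11 were higher and 2 lower, with a mean log2 fold change of 0.26 (0.43 as deposited), and the list moved up in limma's camera test (adjusted p = 1.39e-05, and adjusted p = 0.161 with an estimated correlation). Hsp110, Dnaja1, Hsp90aa1 and Hspa5 passed after adjustment over the list alone, 4 genes, while 0 passed over all probe sets. Arntl, Clock and Cry1, the 3 measured clock genes on the side of Arntl, were all higher, with a mean of 0.50 (camera adjusted p = 0.00220, and adjusted p = 0.161 with an estimated correlation), and 2 of them passed over the list alone. Hsp110 and Arntl were also picked by the study on these same arrays, so the lists that hold them are not independent evidence. By the methods' criteria, 18 of 6702 probe sets were higher and 36 lower, a share of 33.3% higher, against 86 higher and 16 lower, or 84.3%, in the signals as deposited.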

When we applied the criteria described in *Materials and Methods *(p < 0.1, fold change > 1.5 or < 0.67), there were 27 and 16 annotated/identified genes whose expression level was increased by JTX treatment in IQI and Balb/c mice, respectively ("SPFLI-up" and "BALBLI-up" lists in Table 1 and Additional File 1, respectively). The numbers of down-regulated genes were 13 and 22 in IQI and Balb/c mice, respectively ("SPFLI-down" and "BALBLI-down" lists in Additional File 2 and Table 2 respectively). 

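Dbp, Nr1d2, Mt1, Mt2 and enzymes of sterol synthesis had lower signals in BALB/c mice given JTX, and none of them passed singly after adjustment. Dbp, a transcription factor driven by the clock, had a scaled signal of 41.7 ± 35.2 with JTX and 154 ± 45.6 with water (mean ± SD, n = 3 mice each), a log2 fold change of -2.30 (SE 0.62, limma adjusted p = 0.509), and Nr1d2, a nuclear receptor that represses clock genes, 142 ± 26.6 and 227 ± 40.3. The ratio of the means of Dbp, 0.270, was 0.148 without BALB/c JTX replicate 2 and 0.373 without replicate 3. The metal-binding proteins Mt2 and Mt1 were at 922 ± 90.5 and 672 ± 71.1 with JTX and at 1557 ± 95.4 and 1111 ± 72.7 with water, with log2 fold changes of -0.76 (SE 0.09) and -0.73 (SE 0.10), each at limma adjusted p = 0.100. Idi1, Hmgcs1, Fdps and Lss, enzymes on the way to cholesterol, had log2 fold changes of -0.35, -0.48, -0.38 and -0.43.

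Of 12 sterol synthesis genes, none of them in the study's lists for BALB/c mice, 11 were lower and 1, Sc5d, was higher, and the list fell by 0.28 (mean log2 fold change -0.11 as deposited, camera adjusted p = 5.10e-06, and adjusted p = 0.161 with an estimated correlation), with those 4 enzymes passing after adjustment over the list alone. All 3 metallothioneins were lower, mean -0.56 (adjusted p = 1.10e-05, and adjusted p = 0.161 with an estimated correlation), 2 of them over the list alone. Of the 7 clock genes on the side of Dbp 6 were lower and 1 higher, mean -0.62 (adjusted p = 0.00061, and adjusted p = 0.258 with an estimated correlation), with 2 over the list alone, and the mean was -0.36 without BALB/c JTX replicate 3. The study had picked Dbp, Nr1d2, Mt1 and Mt2 on these same arrays, so the clock and metallothionein shifts are not independent evidence for them. Pancreas markers were all lower, mean -1.05 over 10 genes (adjusted p = 0.00663, and adjusted p = 0.514 with an estimated correlation), with 0 over the list alone. Prss2, a trypsinogen, had 8.88 with JTX and 396 with water, and without BALB/c water replicate 3 the mean of that list was 0.04, so the fall rests on 1 array. The 3 T cell markers had a mean of -0.64 (adjusted p = 0.0136, and adjusted p = 0.197 with an estimated correlation), with Zap70, a kinase of the T cell receptor, the 1 gene over the list alone, and the list did not pass without BALB/c water replicate 2 (adjusted p = 0.0558).

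Goblet cell, colonocyte, enteroendocrine and small intestine markers did not pass, with means of 0.07, 0.07, 0.01 and -0.20. Smooth muscle, neuron and glia, adipose and endothelial markers had -0.09, -0.16, 0.24 and -0.09, and cell cycle, xenobiotic, fatty acid and antimicrobial genes -0.09, -0.11, 0.08 and -0.10. Glucocorticoid-induced genes had 0.15 and immediate early genes 0.13. Goblet cell, small intestine, smooth muscle, neuron and glia, adipose, cell cycle, glucocorticoid-induced and immediate early lists passed with 1 or another array left out. Adipose markers had 0.42 without BALB/c water replicate 1 (camera adjusted p = 0.00492) and 0.35 without BALB/c JTX replicate 1 (camera adjusted p = 0.0196). No probe set passed singly: limma called 0 higher and 0 lower, the smallest adjusted p was 0.100, and the methods' t-test with the same adjustment called 0. At an unadjusted p under 0.05, 272 were higher and 247 lower. On 464 probe sets every JTX array was above every water array and on 436 below, 13.4% of those tested against 10% by chance.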

There were no common denominations between the up-regulated genes in IQI and those in Balb/c, and between the down-regulated genes in IQI and those in Balb/c. However, there was a striking commonality (8 genes, about 30% of listed genes) in the panels of genes that were up-regulated in IQI and genes down-regulated in Balb/c mice (bold letters in "SPFLI-up" and "BALBLI-down" lists, Tables 1 and 2). 

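The genes shared by both lists are mostly targets of type 1 interferon. On the BALB/c side each had a lower signal on every JTX array than on every water array. The study had picked these genes on these same arrays, so this separation is not independent evidence. The antiviral protein Rsad2 had a scaled signal of 33.0 ± 15.2 with JTX and 83.8 ± 9.13 with water (mean ± SD, n = 3 mice each), a ratio of 0.393. Usp18, the protease that removes Isg15 from proteins, had 24.6 ± 10.8 and 59.4 ± 10.1, a ratio of 0.413, and Ifit3, a binder of viral RNA, 27.7 ± 4.30 and 49.3 ± 10.2, which lies under the signal of 50 required for testing. Lgals9, a galectin made by epithelial and myeloid cells, was at 329 ± 47.8 and 529 ± 72.5, a ratio of 0.622. The ratios were 0.483 for Ifit1, 0.493 for G1p2 (Isg15), 0.549 for Iigp2 (Irgm2), 0.563 for Isgf3g (Irf9) and 0.666 for Irf7. With 3 mice a group the smallest exact permutation p is 0.1, and the limma log2 fold changes of Rsad2, Usp18 and Lgals9 were -1.44 (SE 0.31, adjusted p = 0.287), -1.37 (SE 0.37, adjusted p = 0.506) and -0.69 (SE 0.14, adjusted p = 0.263). From the lists of IQI, BALB/c and germ-free mice, the paper proposes that JTX acts in part on the signaling pathways of interferon-α production.

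**Figure D1:**
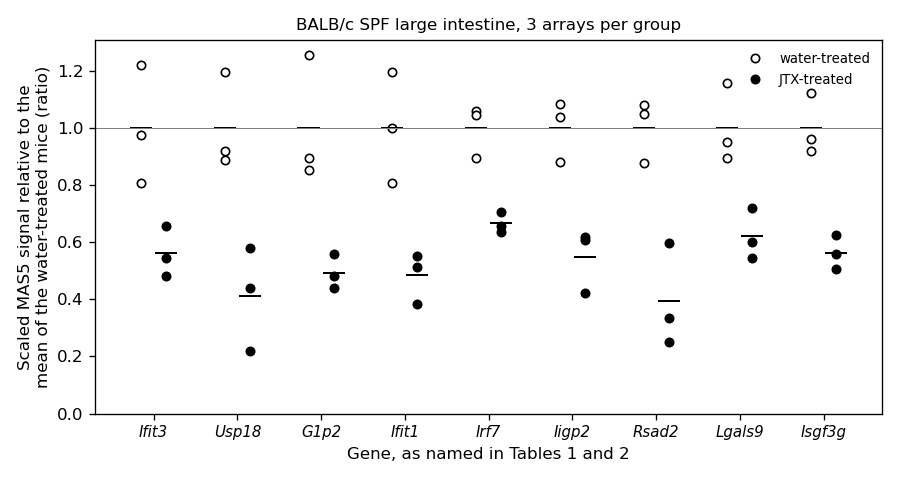
Signals of 9 genes in the large intestine of BALB/c mice given water (open circles) or JTX (filled circles), each relative to the mean of the water-treated mice. Bars are group means, n = 3 mice each.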

To elucidate the transcriptional co-regulation networks triggered by JTX, we used Genomatix' Bibliosphere software, which allows analyzing gene/gene, and gene/transcription factor relations from their co-citation in PubMed abstracts. The above gene lists were used as input to Bibliosphere. This approach allowed us to reveal relationships between the cluster of JTX-affected genes and other genes/transcription factors, which were co-cited with all or some of the genes from the input cluster, with the information as to whether these genes have certain promoter sequences. The results of this type of analysis, termed Cluster Centered BiblioSphere, are shown in Figure 1. 

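Interferon-induced genes had lower signals in JTX-treated BALB/c mice. Isgf3g (Irf9), the DNA-binding part of the factor that interferon receptors activate, had a scaled signal of 192 ± 19.97 with JTX and 341 ± 36.6 with water (mean ± SD, n = 3 mice each), a log2 fold change of -0.83 (SE 0.12, limma adjusted p = 0.100). Irf7, which drives the transcription of interferon-α genes, was at 361 ± 19.2 and 541 ± 49.3, a log2 fold change of -0.58 (SE 0.10, limma adjusted p = 0.182). The effector genes Ifit1 and G1p2 (Isg15, a ubiquitin-like modifier) had 148 ± 26.7 and 155 ± 18.9 with JTX and 306 ± 59.5 and 314 ± 69.8 with water. The interferon-inducible GTPases Igtp, Iigp2 (Irgm2) and Ifi47 had 48.1 ± 7.36, 137 ± 27.2 and 65.9 ± 18.2 with JTX. With water they had 105 ± 25.3, 249 ± 26.7 and 103 ± 11.7.

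Of 31 type 1 interferon-stimulated genes 25 were lower and 6 higher, with a mean log2 fold change of -0.38 (-0.21 in the signals as deposited), and the list fell in limma's camera test (adjusted p = 2.70e-13, and adjusted p = 0.173 with an estimated correlation). Over the list alone 12 genes passed, against 0 over all probe sets. All 10 measured genes of the interferon-γ list, 7 GTPases and 3 other genes with Irf1 among them, were lower, mean -0.58 (adjusted p = 5.36e-09, and adjusted p = 0.161 with an estimated correlation), with 4 over the list alone. Of 13 genes of MHC class I presentation 10 were lower and 3 higher, mean -0.18 (-0.0066 as deposited, adjusted p = 0.000503, and adjusted p = 0.248 with an estimated correlation), and Psmb9, H2-D1 and Tap1, which cut, show and carry peptides, were the 3 over the list alone. Among 9 interferon regulatory factors and Stat genes 7 were lower and 2 higher, mean -0.21 (-0.033 as deposited, adjusted p = 0.00241, and adjusted p = 0.248 with an estimated correlation), with 2 over the list alone, Isgf3g and Irf7. MHC class II genes, which B cells and dendritic cells express, had a mean of -0.01. B cell markers had -0.09 and macrophage and dendritic cell markers 0.04, and these 3 lists did not pass. Without BALB/c JTX replicate 2 the macrophage and dendritic cell list was at 0.12 and passed (camera adjusted p = 0.0401). T cell markers fell with the interferon genes in the camera test (adjusted p = 0.0136, and adjusted p = 0.197 with an estimated correlation). The study had chosen 8 of the 31 genes, 4 of the 10 interferon-γ genes, Psmb9, Isgf3g and Irf7 on these same arrays, so the shifts are not independent evidence for them.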

Eleven (IQI) and 9 (Balb/c) genes are presented in Figure 1 and they have all been reported to be induced by type 1 interferon (other input genes were found to have no co-citation and therefore not presented in the figure) [41]. In particular, transcription factors Isgf3g and Irf7 are known to play a definitive role in the proximal sector in the signaling pathways mediating massive interferon-α production [42]. Accordingly, 6 of 8 genes that are common between the "SPFLI-up" and "BALBLI-down" lists contain promoter sequences for Irf7 or Isgf3g. Additionally, we analyzed the effect of JTX on the expression profile of the small intestine of IQI SPF mice. The profiles of the small intestine were completely different from, and had scarce commonality with, those of the large intestine of IQI SPF mice (Table 1 and Additional File 2, 3, 4).

**Table 1:** The upward effect of JTX on the gene expression in the large intestine in IQI SPF mice

SPFLI-up					
Probe Set ID	Gene Name	Gene Symbol	Entre ID	Fold Change	p-value
**93956_at**	**interferon-induced protein with tetratricopeptide repeats 3**	**Ifit3**	**15959**	**4.71**	**0.092**
**95024_at**	**ubiquitin specific peptidase 18**	**Usp18**	**24110**	**4.50**	**0.020**
**98822_at**	**ISG15 ubiquitin-like modifier**	**G1p2**	**53606**	**4.06**	**0.077**
**100981_at**	**interferon-induced protein with tetratricopeptide repeats 1**	**Ifit1**	**15957**	**3.84**	**0.033**
103066_at	thymidylate kinase family LPS-inducible member	Tyki	22169	3.72	0.012
103639_at	interferon-induced protein with tetratricopeptide repeats 2	Ifit2	15958	3.37	0.036
**104669_at**	**interferon regulatory factor 7**	**Irf7**	**54123**	**2.87**	**0.069**
98410_at	interferon inducible GTPase 2	Iigp2	54396	2.49	0.021
**104177_at**	**radical S-adenosyl methionine domain containing 2**	**Rsad2**	**58185**	**2.45**	**0.033**
**103335_at**	**lectin, galactose binding, soluble 9**	**Lgals9**	**16859**	**2.40**	**0.038**
93442_at	zinc finger protein 316	Zfp316	54201	1.97	0.065
161357_r_at	glutathione S-transferase, mu 2	Gstm2	14863	1.90	0.049
102867_at	TEA domain family member 4	Tead4	21679	1.82	0.009
100909_at	protease, serine, 8 (prostasin)	Prss8	76560	1.81	0.066
103657_i_at	metal response element binding transcription factor 2	Mtf2	17765	1.73	0.081
102879_s_at	Fc receptor, IgG, high affinity I	Fcgr1	14129	1.71	0.053
92560_g_at	vascular cell adhesion molecule 1	Vcam1	22329	1.69	0.036
95037_at	cyclin-dependent kinase 9 (CDC2-related kinase)	Cdk9	107951	1.69	0.086
104708_at	Transducin (beta)-like 1 X-linked	Tbl1x	21372	1.67	0.082
103884_at	ATP binding domain 1 family, member C	Atpbd1c	68080	1.66	0.061
99446_at	membrane-spanning 4-domains, subfamily A, member 1	Ms4a1	12482	1.63	0.083
**103634_at**	**interferon dependent positive acting transcription factor 3 gamma**	**Isgf3g**	**16391**	**1.58**	**0.068**
93464_at	A kinase (PRKA) anchor protein (yotiao) 9	Akap9	100986	1.54	0.088
92384_at	xeroderma pigmentosum, complementation group A	Xpa	22590	1.54	0.051
100472_at	enabled homolog (Drosophila)	Enah	13800	1.52	0.067
103080_at	SAM domain and HD domain, 1	Samhd1	56045	1.51	0.045
102808_at	Sodium channel, voltage-gated, type I, beta	Scn1b	20266	1.51	0.074

The genes whose change was > 1.50 fold, with p < 0.1 (n = 3, Welch's t test) were the listed sorted by fold-change. Unidentified 8 probe sets were omitted from the list. The genes appeared commonly in Tables 1 and 2 were in bold letters.

**Table 2:** The downward effect of JTX on the gene expression in the large intestine in Balb/c SPF mice

BALBLI-down					
Probe Set ID	Gene Name	Gene Symbol	Entre ID	Fold Change	p-value
160841_at	D site albumin promoter binding protein	Dbp	13170	0.27	0.029201
**104177_at**	**radical S-adenosyl methionine domain containing 2**	**Rsad2**	**58185**	**0.39**	**0.012171**
**95024_at**	**ubiquitin specific peptidase 18**	**Usp18**	**24110**	**0.41**	**0.016077**
160933_at	interferon gamma induced GTPase	Igtp	16145	0.46	0.052323
**100981_at**	**interferon-induced protein with tetratricopeptide repeats 1**	**Ifit1**	**15957**	**0.48**	**0.030177**
**98822_at**	**ISG15 ubiquitin-like modifier**	**G1p2**	**53606**	**0.49**	**0.053022**
103202_at	guanylate nucleotide binding protein 4	Gbp4	55932	0.52	0.018878
98410_at	interferon inducible GTPase 2	Iigp2	54396	0.55	0.008083
**93956_at**	**interferon-induced protein with tetratricopeptide repeats 3**	**Ifit3**	**15959**	**0.56**	**0.053353**
**103634_at**	**interferon dependent positive acting transcription factor 3 gamma**	**Isgf3g**	**16391**	**0.56**	**0.009681**
101561_at	metallothionein 2	Mt2	17750	0.59	0.001359
93573_at	metallothionein 1	Mt1	17748	0.61	0.00141
161964_r_at	Protein kinase C, zeta	Prkcz	18762	0.61	0.066851
**103335_at**	**lectin, galactose binding, soluble 9**	**Lgals9**	**16859**	**0.62**	**0.024207**
99076_at	Nuclear receptor subfamily 1, group D, member 2	Nr1d2	353187	0.63	0.049119
93085_at	proteosome (prosome, macropain) subunit, beta type 9	Psmb9	16912	0.63	0.00915
160208_at	splicing factor 3b, subunit 3	Sf3b3	101943	0.63	0.043591
104750_at	interferon gamma inducible protein 47	Ifi47	15953	0.64	0.053488
161287_f_at	MYB binding protein (P160) 1a	Mybbp1a	18432	0.64	0.014332
93178_at	neuronal guanine nucleotide exchange factor	Ngef	53972	0.65	0.017146
92315_at	schlafen 4	Slfn4	20558	0.65	0.053414
**104669_at**	**interferon regulatory factor 7**	**Irf7**	**54123**	**0.67**	**0.017792**

The genes whose change was < 0.67 fold, with p < 0.1 (n = 3, Welch's t test) were the listed sorted by fold-change. 

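Beside the interferon targets Psmb9, Slfn4 and a guanylate-binding protein, the genes Prkcz, Sf3b3, Mybbp1a and Ngef had lower signals in JTX-treated BALB/c mice. Gbp4, a GTPase induced by interferon-γ that the annotation of the array names Gbp3, had a scaled signal of 110.3 ± 7.81 with JTX and 211 ± 27.0 with water (mean ± SD, n = 3 mice each), a log2 fold change of -0.93 (SE 0.13, limma adjusted p = 0.100). Psmb9, a subunit of the immunoproteasome, was at 121 ± 15.9 and 194 ± 18.8, a log2 fold change of -0.68 (SE 0.13, limma adjusted p = 0.248). Slfn4, a myeloid gene that interferon induces, had 302 ± 24.5 and 465 ± 72.9. Prkcz, a kinase of epithelial polarity, had 108 ± 12.8 and 179 ± 36.2, and the splicing factor Sf3b3 97.8 ± 5.26 and 155 ± 22.9. Mybbp1a, a nucleolar repressor, was at 42.2 ± 7.68 and 65.8 ± 5.13, and Ngef, an exchange factor best known from neurons, at 171 ± 29.9 and 264 ± 14.1. The log2 fold changes of Slfn4, Prkcz, Sf3b3, Mybbp1a and Ngef were -0.61, -0.71, -0.66, -0.65 and -0.65, and none of these genes passed in limma after adjustment.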

Unidentified 4 probe sets were omitted from the list "BALBLI-down", respectively. The genes appeared commonly in Tables 1 and 2 were in bold letters.

**Figure 1:**
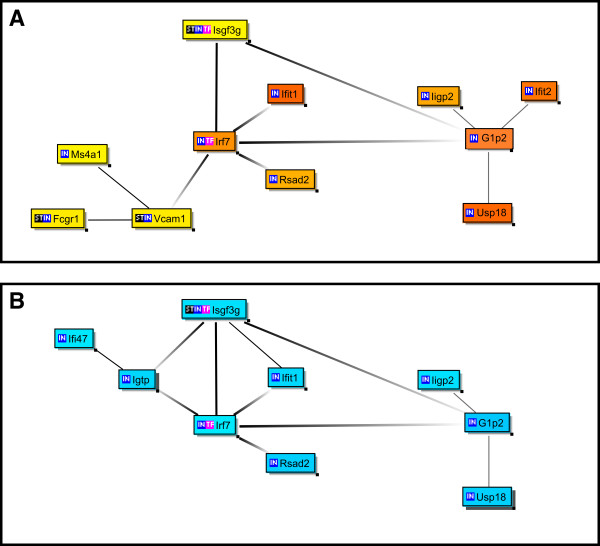
**Cluster Centered BiblioSphere for listed genes and co-cited transcription factors/genes**. The genes up-regulated in IQI SPF mouse large intestine (A) and the genes down-regulated in BALB/c mouse large intestine (B) are shown. A line indicates that the genes at both ends are co-cited in specific abstract(s) of PUBMED. A thick line with gray scale indicates that the gene at the dark end regulates expression of the genes at the lighter end i.e., transcription factor located upstream of the genes. A thick line in solid black indicates that the genes at both ends regulate the expression of each other. Genes with no co-citation have been omitted from the diagram. Orange, the genes whose fold change > 2; yellow, the genes whose fold change < 2; light blue, the genes whose fold change < 0.67.

Next we analyzed the GeneChip results of large and small intestines of IQI germ-free (GF) mice. 

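The large intestine of germ-free (GF) IQI mice was measured on 3 arrays, each with the RNA of 1 mouse given JTX at the same dose as the SPF mice. Water-treated GF mice and all small intestines of this experiment are not analysed here, so no effect of JTX is computed for GF mice. The 3 arrays were run in 1 batch, apart from every SPF array, and so flora and day of the run cannot be told apart. Their mean signals without the highest and lowest 2% were 114 to 145 as deposited by the authors. All 3 arrays had a female pattern of sex-linked transcripts although the methods speak of male mice, so differences from the SPF mice may be differences of sex.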

In the large intestine, 13 genes have been listed as up-regulated ("GFLI-up" list in Additional File 5). Genes down-regulated by JTX treatment include 24 immunoglobulins. The "GFLI-down" list in Table 3 shows the other 31 annotated/identified genes. Seven (Irf7, Isgf3g, Ifit1, Ifit2, Iigp2, Rsad2 and Lgals9) of the 31 genes are common to those up-regulated in IQI SPF mice (i.e., "SPFLI-up" list in Table 1) and are known to be induced by type 1 interferons. The list of genes whose expression is significantly down-regulated in GF mice small intestines comprise 42 genes ("GFSI-down" list in Table 4). Unlike the results from SPF mice, the "GFSI-down" list (Table 4) shows a striking commonality with the "GFLI-down" list (15 of 31 genes, Table 3) and "SPFLI-up" list (9 of 27 genes, Table 1). The Bibliosphere analysis gave Cluster Centered Bibliosphere figures consisting of 23 out of 31 genes from "GFLI-down" list (Figure 2) and 26 out of 42 genes from "GFSI-down" list (Figure 3) that have been co-cited in PubMED abstracts. Figures 2 and 3 both include the two transcription factors, Isgf3g and Stat1, which are known to be located upstream of the Isgf3g-Irf7 signaling pathway. The contents of tables and supplementary tables are summarized in Additional File 6.

**Table 3:** The downward effect of JTX on the gene expression in the large intestine in IQI GF mice

GFLI-down					
Probe Set ID	Gene Name	Gene Symbol	Entre ID	Fold Change	p-value
**103842_at**	**DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked**	**Ddx3y**	**26900**	**0.02**	**0.004**
**103674_f_at**	**eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked**	**Eif2s3y**	**26908**	**0.07**	**0.008**
103639_at	interferon-induced protein with tetratricopeptide repeats 2	Ifit2	15958	0.09	0.015
**104750_at**	**interferon gamma inducible protein 47**	**Ifi47**	**15953**	**0.12**	**0.002**
**100981_at**	**interferon-induced protein with tetratricopeptide repeats 1**	**Ifit1**	**15957**	**0.18**	**0.021**
**104177_at**	**radical S-adenosyl methionine domain containing 2**	**Rsad2**	**58185**	**0.20**	**0.012**
**102906_at**	**T-cell specific GTPase**	**Tgtp**	**21822**	**0.24**	**0.034**
96764_at	interferon inducible GTPase 1	Iigp1	60440	0.27	0.001
**103202_at**	**guanylate nucleotide binding protein 4**	**Gbp4**	**55932**	**0.29**	**0.045**
**160933_at**	**interferon gamma induced GTPase**	**Igtp**	**16145**	**0.30**	**0.004**
**98410_at**	**interferon inducible GTPase 2**	**Iigp2**	**54396**	**0.36**	**0.014**
104669_at	interferon regulatory factor 7	Irf7	54123	0.38	0.034
103335_at	lectin, galactose binding, soluble 9	Lgals9	16859	0.38	0.039
100030_at	uridine phosphorylase 1	Upp1	22271	0.40	0.015
**103634_at**	**interferon dependent positive acting transcription factor 3 gamma**	**Isgf3g**	**16391**	**0.44**	**0.040**
92715_at	ubiquitin D	Ubd	24108	0.44	0.011
93085_at	proteosome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)	Psmb9	16912	0.47	0.036
102791_at	proteosome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7)	Psmb8	16913	0.49	0.014
**103446_at**	**interferon induced with helicase C domain 1**	**Ifih1**	**71586**	**0.50**	**0.038**
**101465_at**	**Signal transducer and activator of transcription 1**	**Stat1**	**20846**	**0.51**	**0.026**
**103035_at**	**transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)**	**Tap1**	**21354**	**0.54**	**0.035**
97950_at	xanthine dehydrogenase	Xdh	22436	0.54	0.010
104597_at	guanylate nucleotide binding protein 2	Gbp2	14469	0.56	0.025
97507_at	lectin, galactoside-binding, soluble, 3 binding protein	Lgals3bp	19039	0.60	0.047
102200_at	aquaporin 8	Aqp8	11833	0.60	0.019
**102873_at**	**transporter 2, ATP-binding cassette, sub-family B (MDR/TAP)**	**Tap2**	**21355**	**0.60**	**0.015**
**103254_at**	**TRAF type zinc finger domain containing 1**	**Trafd1**	**231712**	**0.60**	**0.011**
103892_r_at	elongation factor RNA polymerase II 2	Ell2	192657	0.62	0.039
99475_at	suppressor of cytokine signaling 2	Socs2	216233	0.66	0.024
92672_at	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	Gnas	14683	0.67	0.010
98472_at	histocompatibility 2, T region locus 23///RIKEN cDNA C920025E04 gene	H2-T23	15040	0.67	0.007

The genes whose change was < 0.67 fold and with p < 0.1 (n = 3, Welch's t test) were the listed sorted by fold-change. Twenty four immunoglobulin genes and 14 unidentified probe sets were omitted from the lists. The genes appeared commonly in both Tables 3 and 4 were in bold letters. The genes appeared commonly in Tables 1 and 3 were underlined.

**Table 4:** The downward effect of JTX on the gene expression in the small intestine in IQI GF mice

GFSI-down					
Probe Set ID	Gene Name	Gene Symbol	Entre ID	Fold Change	p-value
**103842_at**	**DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked**	**Ddx3y**	**26900**	**0.01**	**0.006**
**103674_f_at**	**eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked**	**Eif2s3y**	**26908**	**0.03**	**0.022**
95024_at	ubiquitin specific peptidase 18	Usp18	24110	0.11	0.003
**100981_at**	**interferon-induced protein with tetratricopeptide repeats 1**	**Ifit1**	**15957**	**0.15**	**0.010**
93956_at	interferon-induced protein with tetratricopeptide repeats 3	Ifit3	15959	0.17	0.009
**160933_at**	**interferon gamma induced GTPase**	**Igtp**	**16145**	**0.19**	**0.000**
**98822_at**	**ISG15 ubiquitin-like modifier**	**G1p2**	**53606**	**0.20**	**0.035**
92718_at	interferon, alpha-inducible protein 27	Ifi27	76933	0.24	0.019
**104750_at**	**interferon gamma inducible protein 47**	**Ifi47**	**15953**	**0.25**	**0.009**
98030_at	tripartite motif protein 30	Trim30	20128	0.25	0.003
**104177_at**	**radical S-adenosyl methionine domain containing 2**	**Rsad2**	**58185**	**0.27**	**0.004**
**102906_at**	**T-cell specific GTPase**	**Tgtp**	**21822**	**0.29**	**0.000**
92472_f_at	schlafen 2	Slfn2	20556	0.31	0.004
**98410_at**	**interferon inducible GTPase 2**	**Iigp2**	**54396**	**0.32**	**0.007**
103066_at	thymidylate kinase family LPS-inducible member	Tyki	22169	0.36	0.024
97409_at	immunity-related GTPase family, M	Irgm	15944	0.36	0.021
**103446_at**	**interferon induced with helicase C domain 1**	**Ifih1**	**71586**	**0.39**	**0.010**
102699_at	myxovirus (influenza virus) resistance 2	Mx2	17858	0.42	0.012
93078_at	lymphocyte antigen 6 complex, locus A	Ly6a	110454	0.43	0.030
160668_at	opioid growth factor receptor	Ogfr	72075	0.44	0.006
**103254_at**	**TRAF type zinc finger domain containing 1**	**Trafd1**	**231712**	**0.44**	**0.043**
**103202_at**	**guanylate nucleotide binding protein 4**	**Gbp4**	**55932**	**0.44**	**0.013**
**101465_at**	**signal transducer and activator of transcription 1**	**Stat1**	**20846**	**0.44**	**0.021**
**103634_at**	**interferon dependent positive acting transcription factor 3 gamma**	**Isgf3g**	**16391**	**0.47**	**0.006**
**103035_at**	**transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)**	**Tap1**	**21354**	**0.48**	**0.027**
103080_at	SAM domain and HD domain, 1	Samhd1	56045	0.50	0.016
103812_at	chloride channel calcium activated 1	Clca1	12722	0.50	0.019
160847_at	tRNA nucleotidyl transferase, CCA-adding, 1	Trnt1	70047	0.52	0.014
**102873_at**	**transporter 2, ATP-binding cassette, sub-family B (MDR/TAP)**	**Tap2**	**21355**	**0.57**	**0.037**
100475_at	tripartite motif protein 25	Trim25	217069	0.58	0.025
98283_at	5'-3' exoribonuclease 1	Xrn1	24127	0.61	0.005
96151_at	Molybdenum cofactor sulfurase	Mocos	68591	0.61	0.010
102812_i_at	ubiquitin-activating enzyme E1-domain containing 1	Ube1dc1	66663	0.62	0.003
94461_at	pre-B-cell colony-enhancing factor 1	Pbef1	59027	0.62	0.030
95886_g_at	CREB binding protein	Crebbp	12914	0.63	0.012
103673_at	complement component 2 (within H-2S)	C2	12263	0.63	0.013
97921_at	Agrin	Agrn	11603	0.63	0.043
102279_at	ubiquitin-activating enzyme E1-like	Ube1l	74153	0.64	0.013
104070_at	p300/CBP-associated factor	Pcaf	18519	0.64	0.002
96157_at	zinc finger protein 91	Zfp91	109910	0.65	0.009
94192_at	ganglioside-induced differentiation-associated-protein 10	Gdap10	14546	0.66	0.049
103025_at	Moloney leukemia virus 10	Mov10	17454	0.67	0.042

The genes whose change was < 0.67 fold and with p < 0.1 (n = 3, Welch's t test) were the listed sorted by fold-change. Eight immunoglobulin genes and 14 unidentified probe sets were omitted from the lists. The genes appeared commonly in both Tables 3 and 4 were in bold letters. The genes appeared commonly in Tables 1 and 4 were underlined.

**Figure 2:**
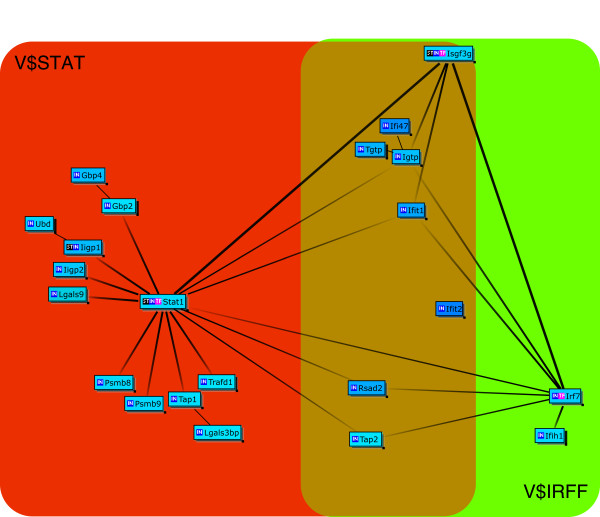
**Cluster Centered BiblioSphere for listed genes and co-cited transcription factors/genes**. The genes down-regulated in IQI GF mouse large intestine are presented. A line indicates that the genes at both ends are co-cited in specific abstract(s) of PUBMED. A thick line with gray scale gradation indicates that the gene at the dark end regulates expression of the genes at the lighter end i.e., transcription factor located upstream of the genes. A thick line in solid black indicates that the genes at both ends regulate the expression of each other. Genes with no co-citation have been omitted from the diagram. Light blue, genes whose fold change < 0.67. V$IRFF: genes having the promoter sequences for interferon regulatory factors, V$STAT: genes having the promoter sequences for signal transducers and activators of transcription genes. See website of Genomatix Inc http://www.genomatix.de/ for further information.

**Figure 3:**
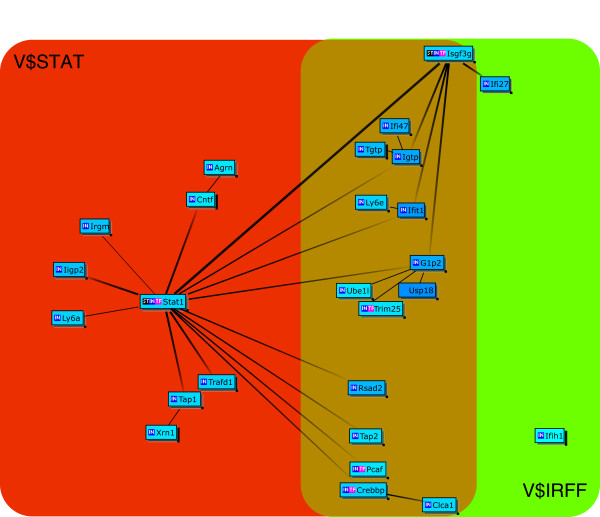
**Cluster Centered BiblioSphere for the listed genes and co-cited transcription factors/genes**. The genes down-regulated in IQI GF mouse small intestine are presented. A line indicates that the genes at both ends are co-cited in specific abstract(s) of PUBMED. A thick line with gray scale gradation indicates that the gene at the dark end regulates expression of the genes at the lighter end as the transcription factor. A thick line in solid black indicates that the genes at both ends regulate the expression of each other. The genes with no co-citation have been omitted from the diagram. Light blue, genes whose fold change < 0.67. V$IRFF: genes having the promoter sequences for interferon regulatory factors, V$STAT: genes having the promoter sequences for signal transducers and activators of transcription genes. See website of Genomatix Inc http://www.genomatix.de/ for further information.

Collectively, these data strongly suggest that JTX influences, at least in part, the signaling pathways of interferon-α production in the large intestines of different mice strains (IQI or Balb/c) and different microflora status (SPF or GF). These conclusions also apply to the small intestines of GF animals. The composite of Cluster Centered Bibliosphere figures of "BALB-down", "SPFLI-up", "GFLI-down" and "GFSI-down" figures are shown in Figure 4 suggesting almost all genes affected by JTX are under the regulation of either Stat1, Isgf3g or Irf7.

**Figure 4:**
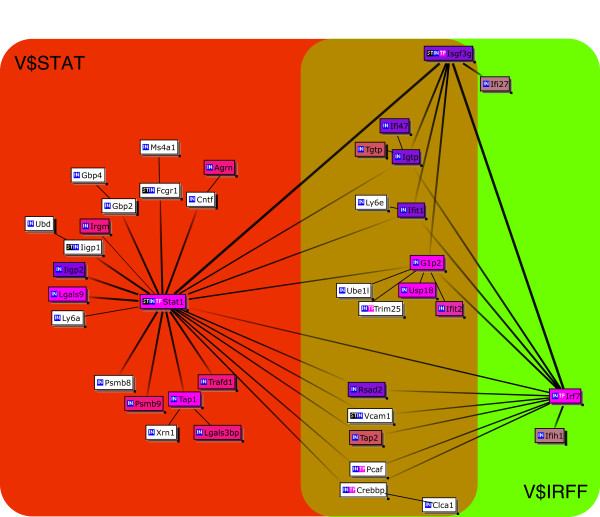
**A composite of Cluster Centered BiblioSphere of Figures 1, 2 and 3**. A line indicates that the genes at both ends are co-cited in specific abstract(s) of PUBMED. A thick line with gray scale gradation indicates that the gene at the dark end regulates the expression of genes at the lighter end i.e., as a transcription factor. A thick line in solid black indicates that the genes at both ends regulate the expression of each other. Genes with no co-citation have been omitted from the diagram. Violet, genes presented in all of 4 panels of Figures 1A, 1B, 2 and 3; salmon pink, genes presented in 3 of 4 panels; bright pink, genes presented in 2 of 4 panels; white, genes presented in 1 of 4 panels. V$IRFF: genes having the promoter sequences for interferon regulatory factors, V$STAT: genes having the promoter sequences for signal transducers and activators of transcription genes. See website of Genomatix Inc http://www.genomatix.de/ for further information.

### Validation by quantitative real time RT-PCR

To confirm the results of GeneChip data, quantitative real time RT-PCR analysis has been performed on 26 genes, focusing on type 1 interferon-related genes. As shown in Table 5, many of the changes in interferon-related genes shown in GeneChip data have been confirmed by PCR. Messenger RNAs of IFN-β, IFN-α2 and IFN-α4, the end-products of signaling pathways of type 1 interferon production, were under the detection limit of real time PCR and unaffected by JTX treatment. These findings are in good agreement with the results of GeneChip analyses.

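On the arrays, probe sets of the type 1 interferons themselves gave little signal in the large intestine of BALB/c mice. Ifna5, the brightest of them, was at 50.3 ± 9.92 with JTX and 51.3 ± 16.1 with water (mean ± SD of scaled signals, n = 3 mice each), a log2 fold change of 0.01 (SE 0.29, limma adjusted p = 0.997). Ifnab and Ifna9 had 31.6 and 30.8 with JTX and 35.7 and 38.2 with water, and Ifna2 7.51 and 8.10. Ifnb1, interferon-β, was at 16.9 ± 2.44 and 3.69 ± 0.925, under the signal of 50 required for testing, so this difference was not tested. Ifnar1, a chain of the common receptor, had 69.6 ± 6.87 and 76.7 ± 16.9, a log2 fold change of -0.12 (SE 0.19, limma adjusted p = 0.911). The list of interferons and their receptors, with 4 measured members, had a mean log2 fold change of -0.03 and did not pass in limma's camera test (adjusted p = 0.888). Probe sets under 50 in both groups, which most of the interferon genes were, were not tested.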

**Table 5:** Verification of the changes in gene expression by quantitative realtime RT-PCR

Gene Name	Gene Symbol	Gene ID	Effect of JTX (Fold Change)*		RT-PCR
			SPF	GF	primer/probe ID
**Interferon-reguratory factors**					
interferon regulatory factor 1 (IRF1)	Irf1	16362	1.18	1.00	Mm00515191_m1
interferon regulatory factor 3 (IRF3)	Irf3	54131	1.00	1.18	Mm00516779_m1
interferon regulatory factor 5 (IRF5)	Irf5	27056	**3.79**	1.46	Mm00496477_m1
interferon regulatory factor 6 (IRF6)	Irf6	54139	1.09	1.35	Mm00516797_m1
interferon regulatory factor 7 (IRF7)	Irf7	54123	**2.81**	**0.33**	Mm00516788_m1
interferon dependent positive acting transcription factor 3 gamma(IRF9)	Isgf3g	16391	**1.99**	0.73	Mm00492679_m1
interferon consensus sequence binding protein 1(IRF8)	Irf8	15900	1.00	1.40	Mm00492567_m1
**Interferon-inducible genes**					
interferon-induced protein with tetratricopeptide repeats 1	Ifit1	15957	**4.67**	0.30	Mm00515153_m1
interferon-induced protein with tetratricopeptide repeats 2	Ifit2	15958	**3.79**	**0.29**	Mm00492606_m1
glucocorticoid-attenuated response gene 49 (GARG-49/IRG2)	Ifit3	15959	**6.13**	**0.27**	Mm01704846_s1
guanylate nucleotide binding protein 2 (mGBP-2)	Gbp2	14469	1.10	1.03	Mm00494575_m1
ISG15 ubiquitin-like modifier	G1p2	53606	**6.00**	**0.23**	Mm01705338_s1
chemokine (C-X-C motif) ligand 10 (IP-10)	Cxcl10	15945	2.46	0.45	Mm00445235_m1
interferon inducible protein 1 (Ifi1)	Irgm	15944	**4.54**	0.94	Mm00492596_m1
lectin, galactose binding, soluble 9	Lgals9	16859	**2.53**	**0.58**	Mm00495295_m1
interferon gamma induced GTPase	Igtp	16145	**2.37**	**0.42**	Mm00497611_m1
lymphocyte antigen 6 complex, locus A (Ly6E.1, etc.)	Ly6a	110454	**2.25**	0.39	Mm00726565_s1
2'-5' oligoadenylate synthetase 1A	Oas1a	246730	**3.00**	NT	Mm00836412_m1
protein kinase, interferon inducible double stranded RNA dependent	Prkr	19106	**2.02**	NT	Mm00440966_m1
SAM domain and HD domain, 1 (Mgl1)	Samhd1	56045	1.25	1.62	Mm00490121_m1
**Type I interferon receptors**					
interferon (alpha and beta) receptor 1	Ifnar1	15975	1.04	**1.60**	Mm00439544_m1
interferon (alpha and beta) receptor 2	Ifnar2	15976	0.97	**1.44**	Mm00494916_m1
**Type 1 interferons**					
MuIFN-alpha-2 interferon-alpha-2 gene	Ifna2	15965	ND	NT	Mm00833961_s1
Interferon alpha family, gene 4	Ifna4	15967	ND	NT	Mm00833969_s1
**Stat family**					
Signal transducer and activator of transcription 1(Stat1)	Stat1	20846	**2.96**	NT	Mm00439518_m1
Signal transducer and activator of transcription 2(Stat2)	Stat2	20847	**4.24**	NT	Mm00490880_m1

* Fold changes statistically significant (P < 0.05) are indicted in bold letter. NT: not tested.

### Promoter analysis of GeneChip data

Genes, whose expression profiles changed according to the GeneChip and PCR data analysis, were further investigated. Several of these genes were found to act on the signaling pathway map of type 1 interferon production. The effect of JTX appeared to focus on the neighborhood of the ISGF3 signaling pathway (Figure 5). To investigate the transcription regulation working behind the change of gene transcription, we performed promoter sequence analysis using Genomatix' ElDorado/Gene2Promoter/FrameWorker system to find transcription factor motifs in similarly regulated genes. Co-regulation of mammalian genes usually depends on sets of transcription factors rather than an individual factor alone. Regulatory sequence elements are often organized into defined frameworks of motifs of two or more transcription factor binding sites and clusters of such motifs. The FrameWorker software combined with the genome annotation database/interface ElDorado/Gene2Promoter makes it possible to retrieve common frameworks in the promoter region of the input genes. Twelve genes that were commonly identified in more than 3 lists of "BALB-down", "SPFLI-up", "GFLI-down" and "GFSI-down" (see Figure 5) were analyzed. Twenty models have been found as the operable modules consisting of two transcription factors. Four models with the lowest FW-scores (V$IRFF-V$IRFF, 1.43974e-05; V$IRFF-V$MYT1, 1.73886e-05; V$CREB-V$GCMF, 1.7771e-05; V$ETSF-V$DEAF, 5.56327e-05) were subjected to further examination. The appearance ratio of each model in the genes affected by JTX treatment and in the all annotated mouse promoters are shown in Table 6. The average and SD of the ratio of four cases (SPFLI-up, BALB-down, GFLI-down, and GFSI-down) was statistically compared and significant differences were found for V$IRFF-V$IRFF, V$IRFF-V$MYT1 and V$CREB-V$GCMF. The location of V$IRFF-V$IRFF in JTX-affected genes is illustrated in Figure 6.

**Figure 5:**
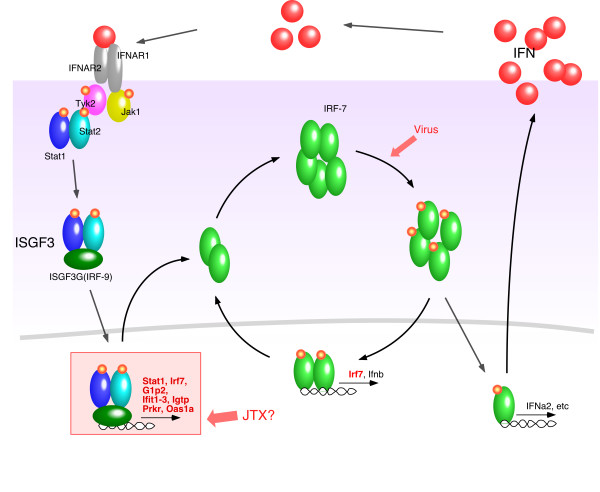
**Diagram of the signaling cascade of IFN-α production and a possible target for the action of JTX**.

**Table 6:** Putative promoter modules affected by JTX treatment

module	# module matches (# sequences)					Appearance ratio (# matches/# sequences)		Significance
		
	SPFLI-up (26)	BALB -down (26)	GFLI -down (45)	GFSI down (55)	All promoters (51460)	SPFLI-up/BALB-down/GFLI-down/GFSI-down*	All annotated promoters	
V$IRFF-V$IRFF	31	33	55	67	19374	1.225 ± 0.032	0.376	< 0.0001
V$IRFF-V$MYT1	14	12	24	30	13423	0.520 ± 0.039	0.261	0.0009
V$CREB-V$GCMF	4	6	10	14	4675	0.215 ± 0.043	0.091	0.0104
V$ETSF-V$DEAF	3	8	17	17	6540	0.277 ± 0.113	0.127	0.0706

* The values represent the mean ± S.D. of the appearance ration of these 4 groups.

Definition of promoter modules**

V$IRFF: interferon regulatory fatctors,

V$MYT1: MYT1 C2HC zinc finger protein,

V$CREB: cAMP-responsive element binding proteins,

V$GCMF: Chorion-specific transcription factors with a GCM DNA binding domain,

V$ETSF: Ets1 factors,

V$DEAF: Homolog to deformed epidermal autoregulatory factor-1 from D. melanogaster

**See Website of Genomatix Inc http://www.genomatix.de/ for further information.

**Figure 6:**
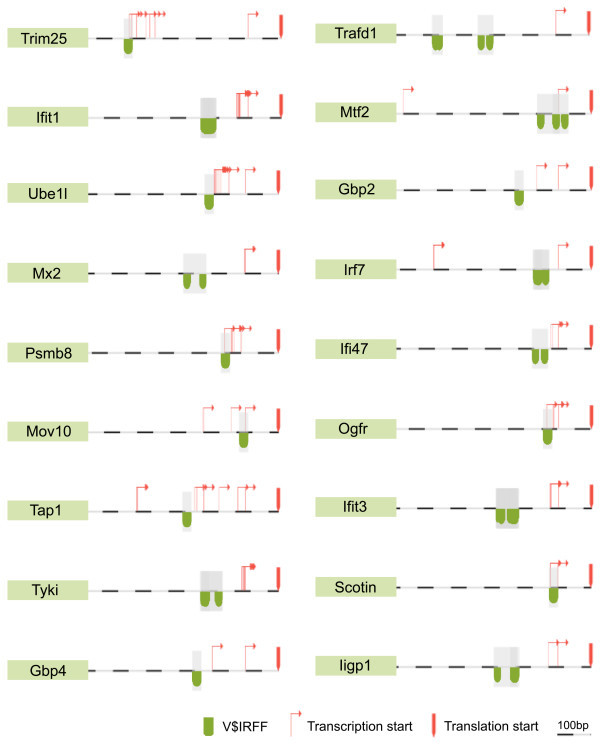
**The location of V$IRFF-V$IRFF cassettes in JTX-affected genes**.

### JTX enhanced the ABMP-induced increase of IFN-alpha production in the large intestine of IQI SPF mice

To investigate whether the difference of basal expression levels of the IFN-related genes results in the altered production of IFN-α, we examined the effect of IFN-inducer on production of IFN-α protein in the large intestines (Experiment 2). Firstly, we compared the effect of three oral IFN-α inducers, 2-Amino-5-bromo-6-methyl-4-pyrimidinol (ABMP), tilorone analog R11567DA and imiquimod. Oral administration of 30 mg/kg body weight of Imiquimod, a TLR7 agonist, rapidly (2 hr) increased the IFN-α protein level of serum but not that of the intestines. Oral administration of 100 mg/kg body weight of R11567DA increased the level of IFN-α in both the serum and intestines within 4 hr. The increase in IFN-α level in the intestines induced by ABMP took place over a prolonged period of time (30 hr) and was relatively modest. However, ABMP did not induce IFN-α production in the serum. Therefore ABMP was thought to be suitable for evaluation of the net increase of intestinal IFN-α production. Hence, in the following experiments we chose to use ABMP. The effects of ABMP at the doses of 250, 500, 1000 mg/kg body weight have been compared and 250 mg/kg was determined as the suitable dosage (data not shown).

As shown in Figure 7, in the absence of stimulation by ABMP, the level of IFN-α protein in the large intestine was unaffected by a two week administration of JTX in IQI mice. However, in accordance with the GeneChip data, expression levels of Stat1, Stat2 and Irf7 were increased. When ABMP was administered in JTX-treated mice, maximum concentration of IFN-α protein induced by ABMP stimulation showed no change. However, IFN-α release peaked much earlier in mice given ABMP compared with the control mice. Furthermore, JTX treatment increased the peak level of Stat1, Stat2 and Irf7 mRNAs.

**Figure 7:**
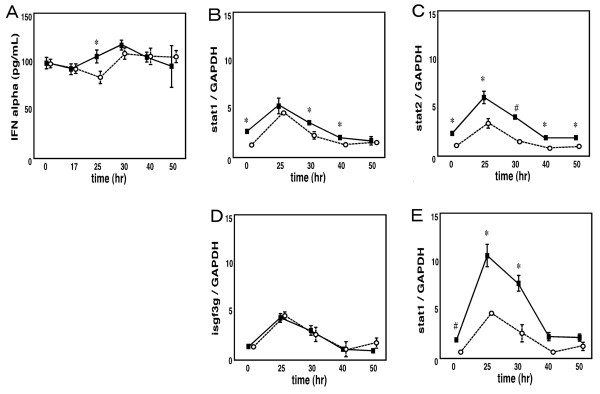
**ABMP-induced change in IFN-α production in the large intestine of IQI SPF mice after administration of either water (open circle) or JTX (closed square)**. a: Amount of IFN-α protein. The release of IFN-α began earlier in JTX-treated mice than in the control mice. b-e: Gene expression of Stat1, Stat2, Isgf3g, which compose an ISGF3 complex, and Irf7. The peak amount of all mRNA expression of Stat2 and Irf7 increased in JTX-treated mice. *p < 0.05. JTX-treated *vs*. control.

Similar experiments using the same protocol were performed on another strain of Balb/c mice (Figure 8). IFN-α protein levels in the large intestine were unaffected by a two week administration of JTX alone. However, in accordance with GeneChip data, the steady-state levels of Stat1, Stat2 and Isgf3g decreased in JTX-treated mice. To our surprise, administration of an "oral IFN inducer" ABMP resulted in a significant decrease in IFN-α release after 12 hr. The mRNA expression of Stat1, Stat2 and Isgf3g was induced by ABMP, but the Irf7 mRNA level showed no change. JTX treatment did not affect the basal level of IFN-α release, although the decrease in the level of IFN-α was evident after only 8 hr in JTX-treated mice i.e., earlier than the control. JTX decreased the level of Isgf3g and Irf7 mRNAs compared to the control.

**Figure 8:**
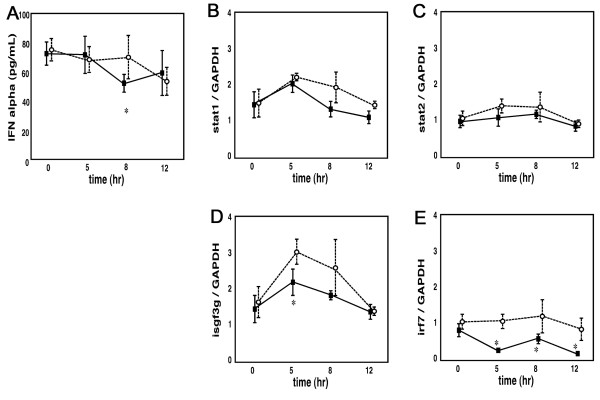
**ABMP-induced change in IFN-α production in the large intestine of Balb/c mice treated with water (open circle) or JTX (closed square)**. a: Amount of IFN-α protein. The decrease of IFN-α began earlier in JTX-treated mice than in the control mice. b-e: Gene expression of Stat1, Stat2, Isgf3g, and Irf7. The level of Isgf3g and Irf7 mRNAs was lower than the control at JTX-treated mice.

## Discussion

Application of comparative functional genomics to pharmacology may make it possible to classify the biological effects of a certain drug into common universal effects and host-specific and/or anecdotal effects. Such a strategy is particularly useful for investigating the pharmacology of drugs with composite properties, such as combination drugs, phytomedicines and traditional medicines that use relatively crude ingredients. This is because these medicines generally have multiple active components through which they target several different molecules to exert their pharmacological efficacy. In the present study, we performed transcriptome analyses to profile the effect of a Kampo (Japanese traditional herbal) medicine, JTX. Different mice strains, whose immunological properties have been reported to be distinctive, were used. Furthermore, to classify the microflora-dependent and -independent effect of JTX, we used GF and SPF mice of the same IQI strain. Our results have identified genes commonly affected by JTX treatment across the different strains/status of mice, which presumably represent the principal biological effects of this Kampo medicine. However, the effects by JTX on expression of these genes were directionally different among the strains/status (i.e., down-regulated in BALB/c and IQI GF mice, up-regulated in IQI SPF mice). Our data suggests the following conclusions: 1) JTX has common target molecule(s), which may affect the expression of type-1 IFN-related genes, such as Ifit1, Stat1 and Irf7; 2) the active principles of JTX responsible for this phenomenon do not require the metabolic conversion by intestinal microflora because the same genes were affected in JTX-treated GF mice; 3) the functions of these molecules may be quite different depending on the host strain/status. This is a plausible explanation because the genes commonly affected by JTX are the immune-related genes whose outcomes are known to be drastically different (sometimes opposite) depending on the strains [43] and the presence/absence of intestinal microflora [44]. Furthermore, this finding appears to be in good accordance with the concept that Kampo medicines should be administered according to the "Sho". "Sho" is a principle of Kampo medicine that recognizes the physical constitution, immunological predisposition and responsiveness to the drugs can vary between individual patients [7]. The precise interpretation of "Sho" in terms of modern medical science is yet to be fully defined. Nonetheless, "Sho" is thought to be intimately related to the patient's immunological responsiveness and the state of intestinal microflora. Similarly, we have demonstrated shosaikoto, another Kampo medicine, to have different, possibly even opposite, effects on lung immunity in hosts with different genetic backgrounds [45,46].

Interestingly, the genes affected by JTX were dissimilar between the small and large intestine of SPF mice while the genes affected by JTX have a lot of commonality between these tissues in GF mice. As described in the RESULTS section, the "GFSI-down" list (comprising 42 genes) share 15 genes with the "GFLI-down" list (comprising 31 genes) and 9 genes with the "SPFLI-up" list (comprising 27 genes), respectively, while both the "SPFSI-up" list (Additional File 3) and "SPFSI-down" list (Additional File 4) share no genes with any other "up/down" lists of "GFSI" (Additional File 7 and Table 4), "GFLI" (Additional File 5 and Table 3) and even "SPFLI" (Table 1 and Additional File 2). Thus, our results suggest that the small intestine of SPF mice differentiate *via *a distinct process. The "SPFSI" list includes many metabolic enzymes. This suggests an extensive and large scale alteration of the metabolic system in the SPF small intestine. It has been reported that inoculation of bacteria into GF mice resulted in profound changes in xenobiotic metabolism [47]. An extensive alteration of small intestinal brush border enzymes between GF and ex-GF piglets has also been noted [48]. Furthermore, a recent paper has suggested a three-way interaction between the immune system, the intestinal metabolism and the microbiota [49,50].

In this study, in both IQI and BALB/c strains, a similar panel of IFN-related genes was affected by JTX treatment. The panels include genes involved in signal pathway of IFN-αinduction/production, such as Stat1, Isgf3g and Irf7, and genes known as "IFN-stimulated genes", which are closely related to IFN-αinduction/production, such as Ifit1, G1p2 (also known as ISG15), Igtp, Ifi47, Tgtp, Lgals9 and Rsad2 [41]. These findings have addressed the possibility that JTX may exert its pharmacological effect *via *modulating the signaling pathway for IFN production. In particular, Irf7, is a rate limiting transcription factor located in the center of a self-amplifying positive feedback loop of massive IFN-α production [42]. Microbial infection induces phosphorylation of IRF7 protein, which is then transported into nuclei to strongly induce the expression of IFN-αs and Irf7 itself. In the presence of a kinase activated by infectious agents, newly synthesized IRF7 continues to activate the loop resulting in a massive production of IFN-αs. The inducibility of IFN-α production in various tissues/cells and their steady state level of IRF7 proteins are known to be closely correlated [51]. Isgf3g (Irf9) and Stat1 are two components of ISGF3, a signaling complex that transduces the signal from receptors of IFN-α/β and induces the expression of IFN-α-related molecules, including G1p2, Stat1 and Irf7 [52]. By contrast, the expression of other interferon regulatory factors, such as Irf1, Irf2 and Irf8, did not change. Indeed, the end-products of the pathway, such as the IFN-αs, α2 and α4, were undetectable. These data suggest that JTX treatment by itself does not affect IFN-α expression directly. However, the steady-state expression level of genes responsible for induction of IFN-α synthesis are altered by JTX. Thus, once the stimulatory signals are triggered, JTX-treated mice produce altered levels of IFN-α protein. This conclusion has been confirmed by the experiments using an oral interferon inducer, ABMP. 

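Irf1, a factor induced by interferon-γ, had a scaled signal of 536 ± 32.6 with JTX and 597 ± 25.4 with water in the large intestine of BALB/c mice (mean ± SD, n = 3 mice each), and Irf8, a factor of macrophages and dendritic cells, 265 ± 11.8 and 299.5 ± 18.7. Both were lower on every JTX array than on every water array. Chance gives this separation to 10% of probe sets, in 1 direction or the other. Their log2 fold changes were -0.16 (SE 0.09, limma adjusted p = 0.691) and -0.18 (SE 0.10, limma adjusted p = 0.690). The median log2 fold change of all probe sets was 0.17 as deposited and -0.003 scaled, so both falls depend on the scaling. Irf3, which is present before infection and starts interferon-β transcription, was at 107 and 108, and Irf5, which acts downstream of Toll-like receptors, at 102 and 102. Irf4, a factor of lymphocytes, gave only 5.17 and 5.31. A second probe set of Irf7 had 108 and 126, a log2 fold change of -0.23 (SE 0.16, limma adjusted p = 0.750). No probe set carried Irf2 as its only symbol.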

Although pretreatment by JTX did not change the maximum level of IFN-α, the drug did accelerate ABMP-induced changes in the production of IFN-α protein.

In the early phase of infectious diseases, the prompt supply of amounts of IFN-α protein effectively eliminates viruses and prevents the dissemination of the infectious agents into the whole body. Intriguingly, another Kampo medicine, hochuekkito (HET) has been reported to reduce the lethality due to influenza infection not by increasing the total (or peak) amount of IFN-α but by accelerating the onset of IFN-α release in the lung [53]. It is not known whether the acceleration of IFN-α response by HET is mediated *via *transcriptional up-regulation of the genes involved in IFN-α production, i.e., Stat1, Isgf3 or Irf7. It is also unclear whether JTX accelerates infection-triggered IFN-α production or indeed whether the JTX-induced preventive effects against infectious diseases are related to its acceleration of IFN synthesis signaling. In spite of the apparent similarities between HET and JTX, beneficial effects of these drugs have been suggested to have different characteristics and responder patients, both clinically and experimentally [13,54]. The comparative investigation of effects of both drugs on viral infection and IFN-α production/degradation signaling pathways is now in progress in our laboratory.

JTX by itself does not increase nor decrease IFN-α production. Furthermore, the results of JTX treatment were different among strains/enteric flora status. Steady-state levels of IFN-related genes were up-regulated in IQI SPF mice but down-regulated in IQI GF and BALB/c mice. A stimulation by ABMP also exerted opposite effects on IFN-α levels between IQI SPF and BALB/c mice suggesting an additional, strain-specific regulatory pathway(s) may exist upstream of the ISGF3 complex. It is yet to be determined whether the down-regulation of IFN-α responses by JTX is involved in the clinical effects of JTX. As well as playing a critical role in defense against viral infections, type I IFN also has a pivotal role at the interface between innate and adaptive immunity. In spite of the marked efficacy of recombinant IFN-α therapy, the cytokine has been reported to be involved in the development or exacerbation of numerous autoimmune phenomena, including a variety of neuropathy syndromes, neuromuscular junction disorders and myopathies [55-57]. JTX displays various immunomodulating activities [28,29,31,33,34,58-64]. These effects should be investigated in the scope of a complex interplay of many genetic and environmental factors that influence the balance between normal and aberrant immune responsiveness. The elucidation of mechanism(s) of action by which JTX (and, presumably, ABMP) exerts its influence on IFN-α synthesis/degradation may lead to the elucidation of a novel regulatory pathway of IFN-α regulation. Furthermore, the identification of the target cell population of JTX may contribute to the discovery of a novel type of IFN-α producing cells. We [41] and other researchers [65] have found that colonic IFN-α producing cells may be distinct from authentic plasmacytoid dendritic cells, the well-known IFN-α producer.

## Conclusion

In the present study, by applying microarray analysis to different strains/status of mice, we have tried to elucidate an essential component of the pharmacological effect of JTX. Our results reveal that JTX modulates the potency of IFN-α production by affecting the genes related to the ISGF3 complex-IRF7 loop, rate-limiting transcription factors involved in the IFN-α production signaling pathway. We are currently attempting to identify the active ingredients of JTX and elucidate their respective mechanisms of action.

## Methods

### Animals

Male IQI/Jic mice from CIEA (Kanagawa, Japan) and BALB/c mice from Charles River Japan (Yokohama, Japan Inc.) were kept under specific pathogen-free (SPF) conditions. Germ-free (GF) mice were housed in a Trexler-type flexible film isolator in a standard germ**-**free state and screened on a weekly basis for germ-free status by sampling feces sterilely and culturing on MRS-agar plates under aerobic and anaerobic conditions.

All mice used in this study were 7-9 weeks old. Mice were housed in an air-conditioned room (temperature 24 ± 1°C) with a controlled light/dark cycle (light on between 6:30 AM and 7:00 PM). Food and water were available *ad libitum*. The mice were randomly divided into two groups; three to six mice were included in each group. One group was orally treated with JTX solution (1.0 g/kg body weight) and the other was treated with an equal volume of water as control. JTX was administrated using a stainless steel gastric tube once a day for 14 days. All animal procedures were approved by the institution's ethical committee for care and use of laboratory animals in research.

### Drugs

JTX, consisting of spray-dried hot water extracts of a mixture of ten medicinal plants, was obtained from Tsumura & Co. (Tokyo, Japan). The mixture consisted of *Astragali radix *(3.0 g), *Cinnamomi cortex *(3.0 g), *Rehmanniae radix *(3.0 g), *Paeoniae radix *(3.0 g), *Ligustici Rhizoma *(3.0 g), *Cnidii rhizoma*, *Atractylodis lanceae rhizome *(3.0 g), *Angelicae radix *(3.0 g), *Ginseng radix *(3.0 g), *Poria *(3.0 g) and *Glycyrrhizae radix *(3.0 g). The origins and species of herbs, the contents of characteristic and active ingredients and other pharmaceutical-grade qualities of JTX have been strictly controlled as the ethical drug approved by the Ministry of Health, Welfare and Labor of Japan. ABMP (2-Amino-5-bromo-6-methyl-4-pyrimidinol), an oral interferon inducer [66-68], was obtained from ACROS ORGANICS (Fair Lawn, NJ).

### Experiment 1

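Transcripts of the sex chromosomes parted the JTX-treated germ-free IQI mice from the other mice measured on the arrays. Xist, the RNA that silences an X chromosome in female cells, had a scaled signal of 1102 ± 202 (SD, n = 3 mice) in JTX-treated GF IQI mice, and the lowest of these was 872. On the 9 other arrays, of IQI SPF mice with JTX and BALB/c SPF mice with JTX or water, Xist lay between 1.76 and 15.4. Eif2s3y, a Y-linked translation factor needed for sperm, had 7.81 in the GF mice and 64.5 to 188 on the other arrays, and the helicase Ddx3y 3.30 and 71.0 to 287. The histone demethylases Uty and Kdm5d had 4.92 and 3.13 in the GF mice and 27.0 to 82.5 and 7.09 to 32.7 elsewhere. All mice carry the label male.

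**Figure D2:**
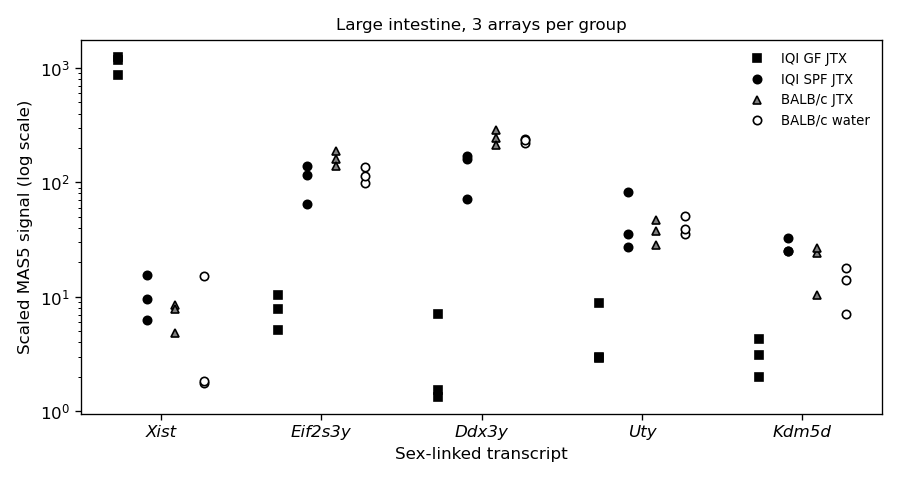
Scaled signals of Xist and of Y-linked transcripts on 12 arrays (logarithmic axis). Squares, JTX-treated IQI GF mice. Filled circles, JTX-treated IQI SPF mice. Triangles, JTX-treated BALB/c SPF mice. Open circles, water-treated BALB/c SPF mice. n = 3 mice a group.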

GF and SPF male IQI mice and SPF male BALB/c mice (7 weeks old, n = 6 for each group) were orally treated with JTX solution (0.1 g/ml/100 g body weight) or water daily for 14 days. Whole portions of the small and large intestine were homogenized and an aliquot of each homogenate was subjected to total RNA extraction. Labeled cRNA prepared from 3 mice per group was hybridized to the GeneChip Murine Genome U74A V.2 (Affymetrix). Real time RT-PCR was used to confirm the results of the GeneChip analysis using total RNA prepared from the other 3 mice (per group).

### Experiment 2

SPF male IQI and BALB/c mice (7 weeks old) were orally treated with JTX solution (0.1 g/ml/10 g body weight) or water daily for 2 weeks. Then an oral IFN inducer, ABMP (2-Amino-5-bromo-6-methyl-4-pyrimidinol) was administered once. ABMP was dissolved in water to become 250 mg/kg and vortexed. At various times the large intestines were taken, rinsed in phosphate-buffered saline (PBS), and cut longitudinally. One half was used for gene expression analysis and the other half for IFN-α ELISA. Both samples were flash-frozen in liquid nitrogen and stored at -80°C until use.

### Obtaining of tissue samples

ABMP was administered and the large intestines were obtained at various times. The tissue was rinsed in phosphate-buffered saline (PBS) and cut longitudinally. One half was used for gene expression analysis and the other half for IFN-α ELISA. Both samples were flash-frozen in liquid nitrogen and stored at -80°C until use.

### RNA extraction from mice tissue

Mice were sacrificed and the large intestine taken for preparation of total RNA. Each frozen sample was homogenized in a 1 ml/0.1 g tissue of TRI REAGENT (Sigma-Aldrich Japan, Tokyo, Japan) with a POLYTRON tissue homogenizer (Kinematica, Littau-Lucerne, Switzerland) and incubated for 10 minutes at RT. Chloroform (0.2 ml/1 ml TRI REAGENT) was added to the samples and the suspensions were centrifuged at 13,200×*g *for 15 min at 4°C. The water phase was transferred to a new tube and the RNA prepared with a conventional isopropanol/ethanol precipitate technique. To check the quality and quantity of RNA, UV absorbance at 260 nm was determined and the samples were also electrophoresed and visualized under UV illumination after staining with ethidium bromide.

### Microarray Analysis

Total RNA was extracted from mice (n = 3 per each group) using TRIzol (Life Technologies, Rockville, TX) and re-purified by RNeasy spin columns (Qiagen, Valencia, CA) according to the manufacturer's instructions. All samples were monitored using an Agilent Bioanalyzer (Agilent Biotechnologies, Boeblingen, Germany) and consistently demonstrated high-quality RNA (28S/18S ratio, ~2). The labeled cRNA prepared by *in vitro *transcription (Enzo Biochem, New York, NY) was fragmented, hybridized to a MG-U74Av2 array (Affymetrix, Santa Clara, CA) using an Affymetrix fluidics station, and scanned with an Affymetrix scanner, according to the Affymetrix protocol. The array contains 12488 probe sets. Data were deposited to Gene Expression Omnibus [69] and available under the series IDs: GSE8006, GSE32083 and GSE32084. 

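The overall brightness of the arrays shifts every gene of a comparison, among them Actb, Gapdh and the interferon targets, by the same factor. In the signals as deposited, the median log2 fold change of all probe sets was 0.17 for JTX against water in BALB/c mice, -0.05 for GF against SPF IQI mice and -0.17 for IQI against BALB/c mice. Scaling each array to a trimmed mean of 144 brought these medians to -0.003, 0.03 and 0.00. Ratios of the scaled means lay close to the fold changes of the paper's lists for BALB/c mice, with a largest log2 difference of 0.013 over 35 probe sets. Scaled signals of 50 or more were found on 51.5 to 54.9% of the 12488 probe sets of an array.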

Data were analyzed using the Affymetrix Microarray Suite (MAS) v.5.0 with all of the parameters set at default values (a global normalization was applied). The probe sets that had 2 or 3 absent A MAS detection calls per group (3 samples) in all groups were excluded. Therefore, genes that had more than 2 present calls in any one of the groups were included in the analysis. Further, probe sets with signal intensities less than 50 were omitted because preliminary evaluation by RT-PCR revealed poor reproducibility for genes with lower signal intensities. Statistical analyses were performed by Welch's t-test. This procedure have been used in a series of our project including our previous papers [39,41] and we have found that the criteria of p < 0.1 is usable for obtaining data which is worth additional validation experiments providing we use the same protocols and that the animals are sourced from the same provider (Central Institute for Experimental Animals, Kanagawa, Japan). Some portions of the microarray data are represented as heat maps in Additional File 8.

### Promoter analysis

Analysis of the sequences for transcription factor binding sites was conducted with the program MatInspector Professional (Genomatix Software, Munich, Germany) based on the MatInspector program using the selected matrix library (vertebrate section) and optimized thresholds. The promoter modules generated were compared with the database using ElDorado software.

### Reverse Transcription

Total RNA was extracted in a modified acid guanidium thiocyanate-phenol-chloroform (AGPC) protocol by the method mentioned above. The cDNA samples were synthesized by Improm-IITM Reverse Transcriptase kit (Promega Corporation, Madison, Wl) according to the manufacturer's instructions. Briefly, 5 ml of RNA and primer were added to 15 ml reverse transcription reaction mix (prepared by combining the following components of the Improm-IITM Reverse Transcriptase system). Annealing was performed by placing the tubes in a controlled-temperature heat block equilibrated at 25°C and incubated for 5 minutes. Extension was performed in a controlled-temperature heat block at 42°C for up to one hour. The extension temperature was optimized between 37°C and 55°C.

### Real-time PCR

Real time RT-PCR was performed in two laboratory sites where different PCR methodologies were used: the TaqMan^® ^Gold RT-PCR Kit without controls (Applied Biosystems, Foster City, CA), and the QuantiFast™ SYBR Green PCR kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. These two assays gave essentially the same results. For TaqMan^® ^assay, combinations of probes and primers of Table 5 were used. Real time PCR analysis was performed using an ABI Prism 7900 HT (Applied Biosystems) with the following thermal cycling conditions: 1 cycle at 50°C for 2 min, 1 cycle at 95°C for 10 min, followed by 40 cycles at 95°C for 15 sec and 60°C for 1 min. All samples were run in triplicate. Data was normalized against Irf1. The cDNA templates were quantified by the QuantiFast™ SYBR Green PCR kit according to the manufacturer's instructions. The sequences of the primers are shown in Table 7. Real time PCR reactions were carried out with 50 ng of total cDNA. The cycle parameters used were initial activation step at 95°C 5 min, denaturing at 95°C for 10 seconds, combined annealing and extension at 60°C for 30 seconds. After amplification, samples were kept at 55°C for 1 minute and the temperature was raised gradually by 0.5°C in every 10 seconds to perform the melt-curve analysis. All procedures for real time PCR were performed on the iCycler iQTM Real-Time PCR Detection System (Bio-Rad Laboratories, Tokyo, Japan) using the software of this instrument. All measurements were performed in triplicate. The threshold cycles (Ct) were used to quantify the mRNA expression levels of samples with GAPDH normalization. Some portions of the RT-PCR data are represented as heat maps in Additional File 8.

**Table 7:** The primer sequences used for SYBR Green RT-PCR

Specificty	Primer pair	Product size (bp)
Stat 1	5'-CACGCTGCCTATGATGTCTC-3' 5'-ACGCTTGCTTTTCCGTATGT-3'	132

Stat2	5'-CTTGTTCTTGGGTGGAGCACC-3' 5'-TTGGTGTAGGGCTGCACTGAG-3'	67

Isgf3g	5'-CATAGTTGGCACATGTGAGACA-3' 5'-ATCTCTCCAGCCGCTCTTAG-3'	121

Irf7	5'-CCCATCTTCGACTTCAGCAC-3' 5'-TGTAGTGTGGTGACCCTTGC-3'	88

Ifn-α	5'-GAATGCAACCCTCCTAGAC-3' 5'-GTCAGAGGAGGTTCCTG-3'	105

### Induction and quantitation of IFN-α protein

The frozen tissue was weighed, transferred to different tubes on ice, and homogenized in the proportion of 100 mg of the frozen tissue to 50 ml of PBS containing Complete Mini Protease Inhibitor Cocktail tablets (Roche Diagnostics; Indianapolis, IN) at a proportion of 1 tablet/10 ml at 4°C. The large intestine homogenates were centrifuged at 55 g for 30 seconds at 4°C through the gauze filter. The supernatant was then centrifuged at 2000 g for 3 minutes at 4°C. Supernatants were transferred to 5.0 mm filter tubes (MILLIPORE Corporation; Bedford, MA), centrifuged at 2000 g for 3 minutes at 4°C. IFN-α protein concentrations in the large intestine tissue homogenates were determined using an IFN-α Mouse ELISA kit (PBL Biomedical Laboratories; Piscataway NJ). Undiluted large intestine tissue homogenates were applied in duplicate to the ELISA plate.

### Statistical analyses

All data are expressed as the mean value ± S.E. Differences among groups were analyzed by Student's t-test and Fisher's least significant test, and p < 0.05 was considered significant for RT-PCR and ELISA experiments. Statistics for microarray analysis are described in the relevant *Methods *section and *Results *section.

## List of Abbreviations

JTX: juzentaihoto; ABMP: 2-Amino-5-bromo-6-methyl-4-pyrimidinol; IFN: type 1 interferon; SPF: specific pathogen-free; GF: Germ-free.

## Authors' contributions

KM participated in the design of the study, carried out the immunoassays and drafted the manuscript; KT, MN, NA, AM carried out the molecular genetic studies and performed the statistical analysis; KH, YO provided an animal; KW conceived of the study; MY participated in its design, coordination, performed the statistical analysis and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **The upward effect of JTX on the gene expression in the large intestine in BALB/c SPF mice**. Click here for file

Additional file 2 **The downward effect of JTX on the gene expression in the large intestine in IQI SPF mice**. Click here for file

Additional file 3 **The upward effect of JTX on the gene expression in the small intestine in IQI SPF mice**. Click here for file

Additional file 4 **The downward effect of JTX on the gene expression in the small intestine in IQI SPF mice**. Click here for file

Additional file 5 **The upward effect of JTX on the gene expression in the large intestine in IQI GF mice**. Click here for file

Additional file 6 **Summary of altered gene lists**. Click here for file

Additional file 7 **The upward effect of JTX on the gene expression in the small intestine in IQI GF mice**. Click here for file

Additional file 8 **Heat maps for gene expression data**. (a) Gene chip data of all the probe sets whose MAS calls are "present" for all triplicate samples (a) and RT-PCR data of selected genes (b) were log-transformed and subjected to heat map generation. 

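Rank correlations over all probe sets were high between all arrays apart from 1 array of the JTX-treated IQI SPF mice, and they did not set water-treated and JTX-treated BALB/c mice apart. Within groups of 3 mice, Spearman's coefficient was 0.977 to 0.979 for BALB/c with JTX, 0.969 to 0.975 for BALB/c with water and 0.967 to 0.975 for GF IQI with JTX. IQI SPF replicate 3 had 0.900 to 0.911 with the 11 other arrays, while the other 55 pairs lay between 0.946 and 0.979. On that array Actb, the β-actin transcript used to judge RNA length, had a ratio of 0.444 between its 5' and 3' probe sets, against 0.781 to 0.950 elsewhere. The same ratio for Gapdh, a glycolytic enzyme, was 0.490 against 0.987 to 1.46. Less of the 5' end points to shorter cDNA or RNA on this array. Whether probe sets far from the 3' end had lower signals there was not tested.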

Click here for file

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 1 — The upward effect of JTX on the gene expression in the large intestine in BALB/c SPF mice.

Additional File 1. The upward effect of JTX on the gene expression in the large intestine in BALB/c SPF mice

| BALBLI-up |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Probe Set ID | Gene Name | Gene Symbol | Entre ID | Fold Change | p-value |
| 102049_at | pyruvate dehydrogenase kinase, isoenzyme 4 | Pdk4 | 27273 | 2.51 | 0.002 |
| 98111_at | heat shock protein 110 | Hsp110 | 15505 | 2.06 | 0.061 |
| 97890_at | serum/glucocorticoid regulated kinase | Sgk | 20393 | 1.92 | 0.029 |
| 98994_at | solute carrier family 34 (sodium phosphate), member 2 | Slc34a2 | 20531 | 1.89 | 0.019 |
| 160901_at | FBJ osteosarcoma oncogene | Fos | 14281 | 1.86 | 0.066 |
| 102382_at | aryl hydrocarbon receptor nuclear translocator-like | Arntl | 11865 | 1.66 | 0.084 |
| 95465_s_at | transmembrane protein 37 | Tmem37 | 170706 | 1.62 | 0.006 |
| 160121_at | galactokinase 2 | Galk2 | 69976 | 1.59 | 0.056 |
| 95027_at | ubiquitin specific peptidase 21 | Usp21 | 30941 | 1.58 | 0.004 |
| 99535_at | CCR4 carbon catabolite repression 4-like (S. cerevisiae) | Ccrn4l | 12457 | 1.57 | 0.026 |
| 97684_at | protein interacting with C kinase 1 | Prkcabp | 18693 | 1.54 | 0.008 |
| 99972_at | tryptophan hydroxylase 1 | Tph1 | 21990 | 1.52 | 0.021 |
| 96204_at | SH3-binding domain glutamic acid-rich protein | Sh3bgr | 50795 | 1.51 | 0.022 |

The genes whose change was > 1.50 fold (BALBLI-up), with p < 0.1 (n=3, Welch's t test) were the listed sorted by fold-change. 

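The longer list of genes with higher signals in BALB/c mice also held a calcium channel subunit, a clock-controlled deadenylase and the enzyme of serotonin synthesis. Tmem37, a subunit of voltage-gated calcium channels, had a scaled signal of 384 ± 27.9 with JTX and 237 ± 13.1 with water (mean ± SD, n = 3 mice each), a log2 fold change of 0.70 (SE 0.10, limma adjusted p = 0.100). Ccrn4l (Noct), a rhythmic deadenylase, was at 649 ± 57.4 and 414 ± 91.5, a log2 fold change of 0.67 (SE 0.16, limma adjusted p = 0.441). Galk2, a sugar kinase, had 198 ± 28.4 and 125 ± 38.3 with overlapping groups, and the deubiquitinase Usp21 58.7 ± 1.60 and 37.2 ± 4.08. Prkcabp (Pick1), a scaffold that binds protein kinase C, was at 66.0 ± 3.70 and 42.9 ± 0.730, and Sh3bgr, a muscle protein, at 78.4 ± 7.95 and 52.1 ± 9.03. Tph1, which makes serotonin in enterochromaffin cells, had 49.8 ± 5.99 and 32.9 ± 4.80, under the signal of 50 required for testing. Galk2, Usp21, Prkcabp and Sh3bgr had log2 fold changes of 0.70, 0.66, 0.62 and 0.60, and none of these genes passed in limma after adjustment.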

Unidentified 3 probe sets were omitted from the list.

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 2 — The downward effect of JTX on the gene expression in the large intestine in IQI SPF mice.

Additional File 2. The downward effect of JTX on the gene expression in the large intestine in IQI SPF mice

| SPFLI-down |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Probe Set ID | Gene Name | Gene Symbol | Entre ID | Fold Change | p-value |
| 99551_f_at | defensin related cryptdin 5 | Defcr5 | 13239 | 0.44 | 0.066 |
| 102239_at | B-cell leukemia/lymphoma 3 | Bcl3 | 12051 | 0.47 | 0.076 |
| 96094_at | apolipoprotein A-I | Apoa1 | 11806 | 0.51 | 0.073 |
| 160894_at | CCAAT/enhancer binding protein (C/EBP), delta | Cebpd | 12609 | 0.54 | 0.006 |
| 160901_at | FBJ osteosarcoma oncogene | Fos | 14281 | 0.54 | 0.025 |
| 99603_g_at | Kruppel-like factor 10 | Klf10 | 21847 | 0.56 | 0.009 |
| 93342_at | Mki67 (FHA domain) interacting nucleolar phosphoprotein | Mki67ip | 67949 | 0.57 | 0.076 |
| 102850_at | tyrosine kinase, non-receptor, 2 | Tnk2 | 51789 | 0.59 | 0.020 |
| 94781_at | hemoglobin alpha, adult chain 1 | Hba-a1 | 15122 | 0.61 | 0.033 |
| 103499_at | Von Willebrand factor homolog | Vwf | 22371 | 0.61 | 0.080 |
| 92830_s_at | zinc finger protein 36 | Zfp36 | 22695 | 0.62 | 0.040 |
| 93367_at | telomerase associated protein 1 | Tep1 | 21745 | 0.64 | 0.098 |
| 100910_at | surfeit gene 2 | Surf2 | 20931 | 0.64 | 0.051 |
| 95665_at | SEC14-like 1 (S. cerevisiae) | Sec14l1 | 74136 | 0.66 | 0.081 |
| 98612_at | cytochrome P450, family 2, subfamily d, polypeptide 10 | Cyp2d10 | 13101 | 0.66 | 0.084 |
| 95393_at | BTB (POZ) domain containing 3 | Btbd3 | 228662 | 0.67 | 0.057 |

The genes whose change was < 0.67 fold with p < 0.1 (n=3, Welch's t test) were the listed sorted by fold-change. Unidentified 4 probe sets were omitted from the list.

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 3 — The upward effect of JTX on the gene expression in the small intestine in IQI SPF mice.

Additional File 3. The upward effect of JTX on the gene expression in the small intestine in IQI SPF mice

The genes whose change > 1.50 fold with p < 0.1 (n=3, Welch's t test) were the listed sorted byfold-change. Unidentified 16 probe sets were omitted from the list. *1 Gene Symbol, Entre ID : Pfdn5 /// LOC434860, 434860 /// 56612. *2 Gene Symbol, Entre ID : 2210409 M. *3 Gene Symbol, Entre ID : Rin2 /// LOC547368, 547368 /// 74030

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 4 — The downward effect of JTX on the gene expression in the small intestine in IQI SPF mice.

Additional File 4. The downward effect of JTX on the gene expression in the small intestine in IQI SPF mice

| SPFSI-down |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Probe Set ID | Gene Name | Gene Symbol | Entre ID | Fold Change | p-value |
| 94728_f_at | mast cell protease 1 | Mcpt1 | 17224 | 0.28 | 0.045 |
| 102823_at | Immunoglobulin heavy chain (gamma polypeptide) | Ighg | 380794 | 0.33 | 0.054 |
| 160894_at | CCAAT/enhancer binding protein (C/EBP), delta | Cebpd | 12609 | 0.42 | 0.010 |
| 97098_at | threonine aldolase 1 | Tha1 | 71776 | 0.43 | 0.023 |
| 98111_at | heat shock protein 110 | Hsp110 | 15505 | 0.44 | 0.021 |
| 92735_at | phospholipase A2, group IIA (platelets, synovial fluid) | Pla2g2a | 18780 | 0.48 | 0.080 |
| 162041_f_at | mucin 13, epithelial transmembrane | Muc13 | 17063 | 0.50 | 0.088 |
| 97269_f_at | keratinocyte associated protein 2 | Krtcap2 | 66059 | 0.55 | 0.036 |
| 102415_r_at | DnaJ (Hsp40) homolog, subfamily C, member 3 | Dnajc3 | 19107 | 0.57 | 0.068 |
| 92689_at | interleukin 18 binding protein | Il18bp | 16068 | 0.58 | 0.093 |
| 94420_f_at | cryptochrome 1 (photolyase-like) | Cry1 | 12952 | 0.60 | 0.017 |
| 104134_at | ganglioside-induced differentiation-associated-protein 2 | Gdap2 | 14547 | 0.61 | 0.079 |
| 97719_at | macrophage stimulating 1 receptor (c-met-related tyrosine kinase) | Mst1r | 19882 | 0.61 | 0.098 |
| 102239_at | B-cell leukemia/lymphoma 3 | Bcl3 | 12051 | 0.61 | 0.076 |
| 98547_at | mitochondrial ribosomal protein S12 | Mrps12 | 24030 | 0.61 | 0.032 |
| 160737_at | lanosterol synthase | Lss | 16987 | 0.64 | 0.100 |
| 97551_at | huntingtin interacting protein 1 related | Hip1r | 29816 | 0.64 | 0.065 |
| 96123_at | lipopolysaccharide binding protein | Lbp | 16803 | 0.64 | 0.098 |
| 161013_f_at | splA/ryanodine receptor domain and SOCS box containing 1 | Spsb1 | 74646 | 0.64 | 0.038 |
| 160770_at | mevalonate (diphospho) decarboxylase | Mvd | 192156 | 0.65 | 0.062 |
| 161817_f_at | splA/ryanodine receptor domain and SOCS box containing 1 | Spsb1 | 74646 | 0.65 | 0.073 |
| 96298_f_at | dynein light chain LC8-type 1 | Dnclc1 | 56455 | 0.65 | 0.051 |
| 103862_r_at | DNA segment, Chr 7, Wayne State University 128, expressed | D7Wsu128e | 28018 | 0.65 | 0.009 |
| 99982_at | nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, beta | Nfkbib | 18036 | 0.66 | 0.052 |
| 101426_at | ceramide kinase | Cerk | 223753 | 0.67 | 0.065 |
| 92636_f_at | SEC61, gamma subunit | Sec61g | 20335 | 0.67 | 0.012 |
| 94918_at | alanyl-tRNA synthetase | Aars | 234734 | 0.67 | 0.044 |
| 95483_at | proteasome (prosome, macropain) 26S subunit, non-ATPase, 1 | Psmd1 | 70247 | 0.67 | 0.031 |

The genes whose change < 0.67 fold with p < 0.1 (n=3, Welch's t test) were the listed sorted by fold-change. Unidentified 1 probe set was omitted from the list.

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 5 — The upward effect of JTX on the gene expression in the large intestine in IQI GF mice.

Additional File 5. The upward effect of JTX on the gene expression in the large intestine in IQI GFF mice

|  | GFLI-up | |  | | |  | |  | |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Probe Set ID | | Gene Name | | | Gene Symbol | | Entre ID | | Fold Change | | p-value |
| 99126_at | | inactive X specific transcripts | | Xist | 213742 | | 138.98 | | 0.010 | |  | |
| 103534_at | | hemoglobin, beta adult minor chain | | Hbb-b2 | 15130 | | 1.86 | | 0.060 | |  | |
| 101979_at | | growth arrest and DNA-damage-inducible 45 gamma | | Gadd45g | 23882 | | 1.80 | | 0.020 | |  | |
| 161907_s_at | | tenascin XB | | Tnxb | 81877 | | 1.75 | | 0.004 | |  | |
| 94781_at | | hemoglobin alpha, adult chain 1 | | Hba-a1 | 15122 | | 1.73 | | 0.063 | |  | |
| 99658_f_at | | fumarylacetoacetate hydrolase domain containing 1 | | Fahd1 | 68636 | | 1.71 | | 0.013 | |  | |
| 93975_at | | ERBB receptor feedback inhibitor 1 | | Errfi1 | 74155 | | 1.69 | | 0.040 | |  | |
| 93636_at | | Rotatin | | Rttn | 246102 | | 1.67 | | 0.039 | |  | |
| 101295_s_at | | chloride channel, nucleotide-sensitive, 1A | | Clns1a | 12729 | | 1.65 | | 0.081 | |  | |
| 93309_at | | DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 3, X-linked | | Ddx3x | 13205 | | 1.62 | | 0.031 | |  | |
| 102300_at | | receptor-associated protein of the synapse | | Rapsn | 19400 | | 1.59 | | 0.067 | |  | |
| 161085_r_at | | alpha 1,4-galactosyltransferase | | A4galt | 239559 | | 1.58 | | 0.015 | |  | |
| 96539_at | | serpine1 mRNA binding protein 1 | | Serbp1 | 66870 | | 1.56 | | 0.001 | |  | |
| 98834_at | | integrin alpha 2 | | Itga2 | 16398 | | 1.55 | | 0.018 | |  | |
| 97529_at | | annexin A8 | | Anxa8 | 11752 | | 1.54 | | 0.039 | |  | |
| 92745_at | | homeobox A9 | | Hoxa9 | 15405 | | 1.51 | | 0.006 | |  | |

The genes whose change > 1.50 fold with p < 0.1 (n=3, Welch's t test) were the listed sorted by fold-change. Unidentified 2 probe sets were omitted from the list.

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 6 — Summary of altered gene lists.

Additional File 6. Summary of altered gene lists

| **Strain** | Status | Organ | Change | Table number |
| --- | --- | --- | --- | --- |
| IQI | SPF | Large intestine | Up | Table 1 |
|  |  |  | Down | Additional File 2 |
|  |  | Small intestine | Up | Additional File 3 |
|  |  |  | Down | Additional File 4 |
|  | GF | Large intestine | Up | Additional File 5 |
|  |  |  | Down | Table 3 |
|  |  | Small intestine | Up | Additional File 7 |
|  |  |  | Down | Table 4 |
| Balb/c | SPF | Large intestine | Up | Additional File 1 |
|  |  |  | Down | Table 2 |

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 7 — The upward effect of JTX on the gene expression in the small intestine in IQI GF mice.

Additional File 7. The upward effect of JTX on the gene expression in the small intestine in IQI GF mice

| GFSI-up |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Probe Set ID | Gene Name | Gene Symbol | Entre ID | Fold Change | p-value |
| 99126_at | inactive X specific transcripts | Xist | 213742 | 103.64 | 0.030 |
| 162428_i_at | S100 calcium binding protein A14 | S100a14 | 66166 | 2.52 | 0.000 |
| 101290_at | gonadotropin releasing hormone 1 | Gnrh1 | 14714 | 1.86 | 0.037 |
| 102986_at | myogenic differentiation 1 | Myod1 | 17927 | 1.86 | 0.014 |
| 97472_at | solute carrier family 25 (mitochondrial carrier, peroxisomal membrane protein), member 17 | Slc25a17 | 20524 | 1.82 | 0.022 |
| 92352_at | endothelial differentiation, sphingolipid G-protein-coupled receptor, 3 | Edg3 | 13610 | 1.79 | 0.030 |
| 103921_i_at | cytochrome b5 reductase 1 | Cyb5r1 | 72017 | 1.78 | 0.024 |
| 161432_f_at | squamous cell carcinoma antigen recognized by T-cells 3 | Sart3 | 53890 | 1.76 | 0.000 |
| 99476_at | procollagen, type XIV, alpha 1 | Col14a1 | 12818 | 1.73 | 0.009 |
| 161907_s_at | tenascin XB | Tnxb | 81877 | 1.70 | 0.040 |
| 98817_at | Follistatin | Fst | 14313 | 1.69 | 0.008 |
| 93836_at | BCL2/adenovirus E1B interacting protein 1, NIP3 | Bnip3 | 12176 | 1.69 | 0.008 |
| 99856_r_at | catenin (cadherin associated protein), delta 2 | Ctnnd2 | 18163 | 1.66 | 0.043 |
| 103420_at | Emerin | Emd | 13726 | 1.64 | 0.013 |
| 161894_r_at | splicing factor 1 | Sf1 | 22668 | 1.62 | 0.037 |
| 101458_at | wee 1 homolog (S. pombe) | Wee1 | 22390 | 1.62 | 0.012 |
| 92838_at | fascin homolog 1, actin bundling protein (Strongylocentrotus) purpuratus) | Fscn1 | 14086 | 1.62 | 0.039 |
| 161304_r_at | guanine nucleotide binding protein, related sequence 1 | Gna-rs1 | 14670 | 1.61 | 0.001 |
| 103037_at | cardiotrophin 1 | Ctf1 | 13019 | 1.60 | 0.002 |
| 98800_at | solute carrier family 23 (nucleobase transporters), member 3 | Slc23a3 | 22626 | 1.60 | 0.023 |
| 160559_at | proteasome (prosome, macropain) subunit, beta type 5 | Psmb5 | 19173 | 1.60 | 0.001 |
| 104598_at | dual specificity phosphatase 1 | Dusp1 | 19252 | 1.59 | 0.045 |
| 93866_s_at | matrix Gla protein | Mgp | 17313 | 1.58 | 0.040 |
| 96939_at | myosin, light polypeptide 9, regulatory | Myl9 | 98932 | 1.58 | 0.033 |
| 161888_r_at | COMM domain containing 9 | Commd9 | 76501 | 1.57 | 0.007 |
| 94373_at | dolichyl pyrophosphate phosphatase 1 | Dolpp1 | 57170 | 1.56 | 0.009 |
| 161071_at | glutaminyl-tRNA synthase (glutamine-hydrolyzing)-like 1 | Qrsl1 | 76563 | 1.54 | 0.035 |
| 101735_f_at | angiogenin, ribonuclease A family, member 2 | Ang2 | 11731 | 1.54 | 0.016 |
| 103294_at | regulator of G-protein signaling 5 | Rgs5 | 19737 | 1.53 | 0.036 |
| 161112_at | poly (ADP-ribose) polymerase family, member 16 | Parp16 | 214424 | 1.52 | 0.035 |
| 160128_at | propionyl Coenzyme A carboxylase, beta polypeptide | Pccb | 66904 | 1.52 | 0.018 |
| 94304_at | annexin A6 | Anxa6 | 11749 | 1.52 | 0.026 |
| 99866_at | RNA binding motif, single stranded interacting protein 1 | Rbms1 | 56878 | 1.52 | 0.022 |
| 160192_at | RNA binding motif protein, X chromosome retrogene | Rbmxrt | 19656 | 1.51 | 0.013 |

The genes whose change was > 1.50 fold, with p < 0.1 (n=3, Welch's t test) were the listed sorted by fold-change. Seven unidentified probe sets were omitted from the list.

# Supplementary material for: Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade
**Source:** BMC Genomics. 2012 Jan 18;13:30. doi: 10.1186/1471-2164-13-30
**Supplement:** Additional file 8 — Heat maps for gene expression data. (a) Gene chip data of all the probe sets whose MAS calls are "present" for all triplicate samples (a) and RT-PCR data of selected genes (b) were log-transformed and subjected to heat map generation.

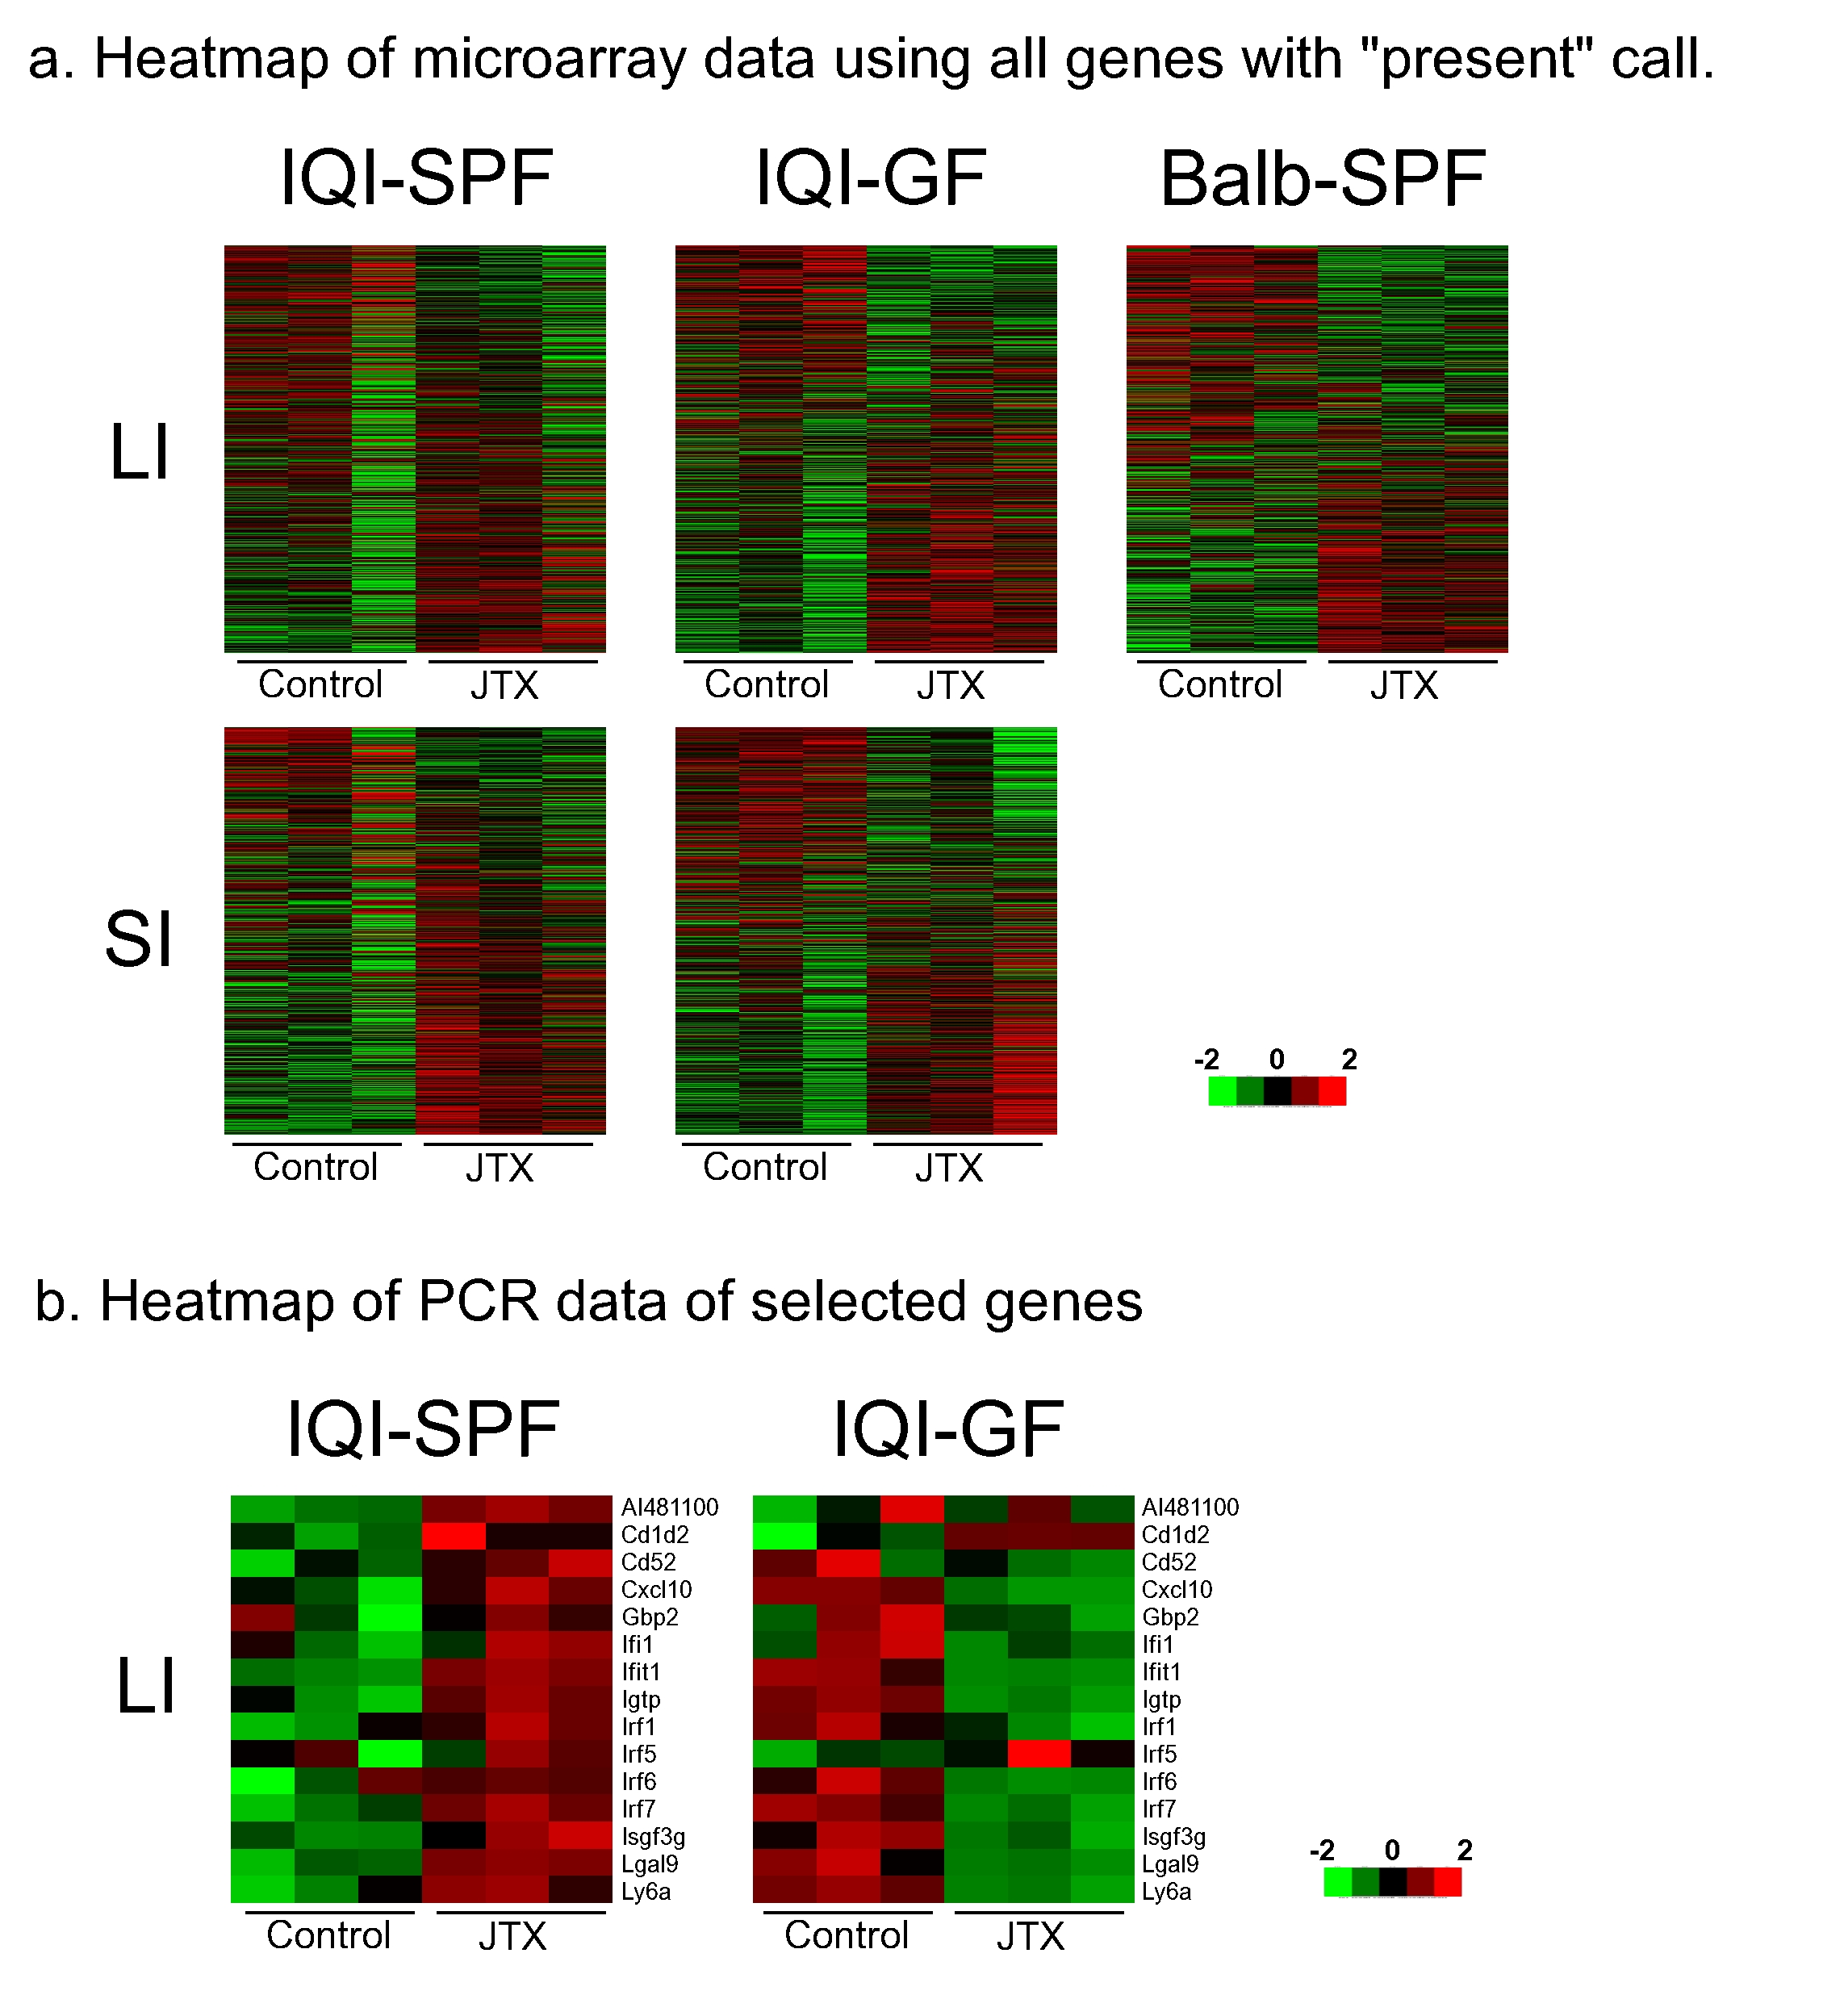

**Additional File 8.** Heat maps for gene expression data. (a) Gene chip data of all the probe sets whose MAS calls are “present” for all triplicate samples (a) and RT-PCR data of selected genes (b) were log-transformed and subjected to heat map generation. Heat maps were generated using the R statistical computing environment (<http://www.r-project.org/>). LI: large intestine, SI: small intestine

How the deposited data were processed for this re-analysis (not part of the article)

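The values analysed are the MAS5 signals deposited by the authors for 12 arrays of large intestine RNA, a linear intensity measure for each of 12488 probe sets of the MG-U74Av2 array. The authors' methods give Affymetrix Microarray Suite v.5.0 with default parameters and a global normalization. The deposited signals did not lie on 1 scale, so each array was scaled to the same mean after leaving out the highest and lowest 2% of probe sets (target 144, the mean of the arrays). This scaling was chosen after the data were seen, in place of the signals as deposited, which are now an alternative. Scaling puts total signal on a par and would hide a change of most transcripts at once.

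The samples form 4 groups of 3 mice: JTX-treated IQI GF, JTX-treated IQI SPF, JTX-treated BALB/c SPF and water-treated BALB/c SPF. JTX was compared with water in BALB/c mice, GF with SPF among JTX-treated IQI mice, and IQI with BALB/c among JTX-treated SPF mice. A probe set was tested when the mean scaled signal of at least 1 of both groups was 50 or more, which left 6702, 7054 and 6977 probe sets. The MAS5 detection calls used in the paper's filter are not analysed here. Log2 signals were fitted in limma (lmFit, eBayes with a mean-variance trend), and p was adjusted by Benjamini and Hochberg over all tested probe sets, with 0.05 as the limit. The methods' criteria (p under 0.1 in the methods' t-test on linear signals, ratio above 1.5 or under 0.67) were applied beside it for BALB/c mice. Non-overlap of 3 arrays with 3 has a chance of 10%, and the smallest permutation p is 0.1.

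The rule for naming genes covered the genes of the paper's lists and text, the 10 probe sets with the largest log2 fold change among those that passed in each direction of a comparison (or with the smallest p where fewer passed), up to 4 members of each gene list with the smallest p, and sex-linked transcripts. The text prints all listed genes of BALB/c mice and a part of those listed for IQI mice. Gene lists were fixed before the data were examined, from general knowledge of the genes: 32 lists of interferon-stimulated genes, interferon-γ-induced GTPases and chemokines, MHC class I and class II genes, interferon regulatory factors and Stat genes, interferons and their receptors, both sides of the circadian clock, heat shock, glucocorticoid-induced, fatty acid, immediate early, sterol synthesis, xenobiotic, cell cycle and antimicrobial genes, metallothioneins, sex-linked transcripts, and markers of goblet cells, colonocytes, enteroendocrine cells, small intestine, pancreas, smooth muscle, neurons and glia, adipose tissue, endothelium, T cells, B cells, macrophages and dendritic cells, mast cells and erythrocytes. Each gene was represented by 1 probe set, and lists with at least 3 measured genes were tested with limma's camera with a preset correlation of 0.01 between genes. The same test with a correlation estimated from the arrays is given beside it, and fry was run as a second tool. In BALB/c mice 29 lists were tested and 11 passed, 2 higher and 9 lower, against 0 with the estimated correlation. Heat shock genes, Arntl-side clock genes and T cell markers had estimated correlations of -0.033, -0.024 and -0.154, below the preset 0.01. The other lists that had passed lay between 0.068 and 0.79. Correlation between genes alone therefore cannot account for the loss of all lists, and its cause was not tested. Mast cell markers had too few measured genes in every comparison, and erythrocyte markers in BALB/c mice. Sex-linked transcripts were not tested as a list in any comparison, although Xist, Eif2s3y and Ddx3y met the signal filter in GF against SPF mice.

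Symbols come from the annotation of the array: 10855 probe sets carry 1 symbol, 396 several and 1237 none. Of these, 10839 were matched by gene number to RefSeq genes of GRCm38.p6, and 0 had another symbol there. Symbols are those of the paper or current ones, and Sgk1, Isg15, Defa35 and Irgm1 are Sgk, G1p2, Defcr5 and Irgm in the paper.

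Replicate numbers were tested for pairing by correlating arrays of the same number after removing group means. In GF against SPF mice the coefficients were 0.20, 0.11 and 0.27, each array closest to its own number. A fit with the number as a block is therefore given beside the unpaired fit. Run batches were told from the deposited records of the array runs and were fitted as a random block where a group held more than 1 batch.

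The code was tested on simulated data drawn from the real means and spreads with known changes added. In the BALB/c design it found 94 of 100 probe sets changed 2-fold and 100 of 100 changed 4-fold, with 11 unchanged probe sets called, and for GF against SPF 57 and 89 with 13, and for IQI against BALB/c 67 and 89 with 12. None had the wrong direction. With no change added, 0 probe sets were called in each design, and 1, 1 and 0 lists, while the methods' criteria called 20, 101 and 98. A list shifted by -0.50 was estimated at -0.49, -0.51 and -0.45, with 1, 0 and 1 other lists called.

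Versions: R 4.3.3, limma 3.58.1, statmod 1.5.0, Python with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.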

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

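The tests of the clock genes and of Xist in this part were chosen only after the results were seen, apart from a test of Y-linked probe sets written down before, while the list tests and the run batch block were planned. Groups of genes apart from the interferon targets passed limma's camera test in BALB/c mice given JTX, but not with an estimated correlation. Clock genes on the side of Dbp had a mean log2 fold change of -0.62 (adjusted p = 0.258 with an estimated correlation), heat shock genes, led by Hsp110 and Dnaja1, 0.26 (adjusted p = 0.161), and sterol synthesis genes, led by Idi1 and Hmgcs1, -0.28 (adjusted p = 0.161). Pancreas markers such as Prss2 and Ctrb1 had -1.05, carried by BALB/c water replicate 3, since the mean without it was 0.043, and the source on that array was not tested. Between strains, 227 probe sets parted JTX-treated IQI from BALB/c SPF mice, but no run batch held both strains, and with the run batch as a random block 5 were higher and 7 lower. Interferon-stimulated genes had a mean of -0.97 in GF against SPF mice given JTX (limma camera adjusted p = 3.24e-17, and adjusted p = 0.265 with an estimated correlation). In that comparison flora, sex pattern and run batch fall together. The paper had picked Ifit1, Rsad2, Irf7 and other interferon-stimulated genes on the same JTX arrays, so the shift is not independent evidence for them.

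The clock genes of both sides lay apart in JTX-treated BALB/c mice, which could come from JTX, from tissue taken at another time of day or from the day of the run. With the sign of the Dbp side turned, 7 clock genes outside the paper's lists for BALB/c mice had a mean log2 fold change of 0.30. Its SE was 0.09 over genes, not over mice, and 6 of the 7 went the same way. These genes belong to the lists that showed the pattern, so the value restates it, and another time of day and an action of JTX on the clock both stay open. Since 0 run batches hold both groups, the run stays open. Tissue from JTX and water mice taken in turn at a noted hour, with RT-PCR of Dbp and Arntl, would part them.

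Xist was higher by a log2 fold change of 6.81 in JTX-treated GF than in JTX-treated SPF IQI mice. The SPF mean of 10.4 was dim, so the size of this difference is uncertain. The difference could come from female mice, from germ-free housing or from JTX. The paper's own fold change for Xist implies a signal of 7.93 in water-treated GF mice, which argues against housing, and the highest Xist signal of the other JTX arrays was 15.4, which argues against JTX raising Xist in every mouse. A test planned on probe sets of Kdm5d, Uty, Zfy1, Zfy2 or Usp9y found 0 below all 9 other arrays, as 0 were bright enough. Eif2s3y and Ddx3y, with means of 129 and 204 on the 9 other arrays, were not part of that test. On all Y-linked probe sets of the array, 4 of 4 lay below the 9 other arrays, but these values make up the pattern itself. Female mice in this group therefore stay open as an explanation that PCR of a Y-linked gene on DNA of these mice would settle. The paper's GF lists of JTX against water also hold Xist as higher and Ddx3y and Eif2s3y as lower, in both intestines. If the JTX-treated GF mice are female, JTX and sex cannot be told apart in those lists.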

How the results depend on the processing

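The signals as deposited and scaling targets of 150 and 500 were added as alternatives only after the data were seen. The counts rest on single arrays, on the treatment of batches and on whether the arrays are scaled, and the cause was not tested. In BALB/c mice limma called 0 lower, and 1 when the variance trend was left out. The 11 lists became 0 with an estimated correlation and 3 with fry, and 10 to 17 with 1 array left out (17 without BALB/c JTX replicate 1). The interferon-stimulated list had an adjusted p of 0.173 with an estimated correlation and 0.0643 with fry, and its mean of -0.38 became -0.21 as deposited and -0.43 to -0.31 with 1 array left out. The pancreas list, at -1.05, reversed to 0.043 without BALB/c water replicate 3 and was at -1.61 and -1.63 without replicates 1 and 2. As deposited, lists of BALB/c mice moved by more than 1.5-fold and still passed: MHC class I -0.0066, regulatory factors and Stat genes -0.033, sterol synthesis -0.11 and heat shock 0.43.

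By the methods' criteria 18 and 36 probe sets became 118 and 173 with no filter on dim probe sets, 12 and 22 with a mean of 100 in 1 group, 86 and 16 as deposited, 55 and 109 at a target of 500, and 33 and 70 with limma's p. With limma's p and replicate numbers as a block together they were 36 and 95, and with 1 array left out 16 to 25 and 26 to 51. The numbers did not pair in BALB/c mice (0.22, -0.08 and 0.23) or between strains (0.01, -0.04 and -0.11).

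In GF against SPF mice 11 and 11 became 62 and 62 with all 12 arrays in the fit, 6 and 5 with replicate numbers as a block, 1 and 0 with the run batch as a block, 1 and 0 as deposited, and 0 and 0 with the methods' t-test adjusted. Quantile normalization gave 7 lower. With 1 array left out they were 1 to 73 and 0 to 69. The 11 lists became 0 with an estimated correlation. With fry 4 lists passed, and 1 of them, B cell markers (adjusted p = 0.0301), was not among the 11. The interferon-stimulated list had an adjusted p of 0.265 with an estimated correlation and 0.0431 with fry. Its mean was -0.99 with the run batch as a block. A further probe set of Tfrc and of Enpep each had the opposite sign, -0.10 and -0.12, while 3 others of Tfrc had 2.07 to 2.32.

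In IQI against BALB/c mice 108 and 119 became 286 and 385 with all 12 arrays, 50 and 49 with replicate numbers as a block, 5 and 7 with the run batch as a block, 17 and 27 as deposited, and 0 and 0 with the methods' t-test adjusted. With 1 array left out they were 22 to 587 and 21 to 625. The 7 lists became 11 as deposited and 0 with an estimated correlation. As deposited, cell cycle genes had 0.25 in place of 0.42, and glucocorticoid-induced genes -0.49 in place of -0.32. With fry 7 lists passed, among them enteroendocrine (adjusted p = 0.0447) and B cell markers (adjusted p = 0.0119). Interferon-stimulated genes (adjusted p = 0.0872) and cell cycle genes (adjusted p = 0.0536) did not pass with fry. Pdxdc1 had -7.71 on 1 probe set and 2.67 and 3.24 on both others, as a strain variant under the probes might give. Another probe set of Slpi had the opposite sign, -0.17.

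In BALB/c mice 0 of 137 named genes passed, and 44 of 1812 values changed sign. In GF against SPF mice 1712 of 1932 were the same, 148 weaker, 49 stronger and 3 reversed, and in IQI against BALB/c mice 1666 of 2008, 243, 60 and 5. MAS5 signals hold no background that could be taken off again, so differences of dim probe sets are uncertain in every setting.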

Differences from the paper's values

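The settings named here as added were chosen only after the results were seen. The paper gives 22 annotated genes lower by its criteria in BALB/c mice, and the scaled signals gave 36 probe sets. A mean of 100 in 1 group (22), a mean of 50 over all arrays (28), 16 added to each signal (27) and leaving out BALB/c water replicate 2 (26) brought the counts within 1.5-fold. They stayed further apart with quantile normalization (36), median scaling (35), no filter (173), limma's p (70), the test on log2 signals (34), limma's p with a replicate block (95) and without BALB/c JTX replicates 1, 2 and 3 (48, 45 and 36) or water replicates 1 and 3 (41 and 51). Of the added settings, the signals as deposited gave 16 but only 9 of the paper's 22, and targets of 150 and 500 gave 38 and 109. The paper counts annotated genes after a filter on detection calls, while probe sets are counted here without those calls, and the cause was not tested further. The note of the paper's table adds 4 unidentified probe sets to its 22 genes, and 36 lies within 1.5-fold of that sum, while 34 of the 36 carry a symbol.

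Of the listed genes 12 of 13 higher and 21 of 22 lower were called. Tph1 (49.8 against 32.9, ratio 1.51) and Ifit3 (27.7 against 49.3, ratio 0.56) lay under the filter of 50, and both were called with no filter and at targets of 150 and 500. The text gives 16 genes higher in BALB/c mice and 13 lower in IQI SPF mice, while the lists hold 13 and 16, and the note of the BALB/c list adds 3 unidentified probe sets. The text gives 8 genes common to the higher list of IQI and the lower list of BALB/c mice, and the tables share 9 probe sets, of which Iigp2 is not in bold. The text gives 13 genes higher in the large intestine of GF mice, and the list holds 16.

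The paper describes Irf1 and Irf8 as unchanged. Both were lower on each JTX array of the BALB/c mice than on each water array. Their log2 fold changes were -0.16 and -0.18, without passing in limma. The median log2 fold change of all probe sets was 0.17 as deposited and -0.003 scaled, so these falls depend on the scaling.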

Other observations

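The strain and flora contrasts of this part have no counterpart in the paper, and the tests of scaling, run day and immune cells and the signals as deposited were chosen only after the results were seen. In JTX-treated IQI mice the small intestine genes Apob, Enpep and Slc7a9 were higher and interferon-stimulated genes lower in GF than in SPF mice. Apob, the protein of chylomicrons, had a scaled signal of 183 ± 33.4 in GF and 38.8 ± 9.55 in SPF mice (mean ± SD, n = 3 mice each), a log2 fold change of 2.25 (SE 0.24, limma adjusted p = 0.0268), and Enpep, an aminopeptidase of the brush border, 426 ± 67.5 and 141 ± 26.2 (log2 fold change 1.60, SE 0.19, limma adjusted p = 0.0282). The cystine carrier Slc7a9 had 381 ± 48.9 and 86.6 ± 11.6 (log2 fold change 2.14, SE 0.17, limma adjusted p = 0.00746), Tfrc, the receptor of iron-laden transferrin, 251 ± 79.6 and 50.4 ± 12.6, and Sgk1 1263 ± 159 and 374 ± 93.8. Ifit1 was at 77.0 ± 19.7 and 431 ± 121 (log2 fold change -2.48, SE 0.27, limma adjusted p = 0.0268), Rsad2 at 56.4 ± 5.42 and 219.6 ± 46.5 (log2 fold change -1.95, SE 0.20, limma adjusted p = 0.0268), Usp18 at 4.98 ± 1.88 and 94.4 ± 23.4, and Reg3g, a lectin that kills Gram-positive bacteria, at 39.8 and 185 (log2 fold change -2.17, SE 0.31, limma adjusted p = 0.0485). A brighter probe set of Reg3g, at 234 ± 49.1 and 1651 ± 823, did not pass (log2 fold change -2.69, SE 0.40, limma adjusted p = 0.0509). Itln1, a lectin of goblet and Paneth cells, and Akr1b8, an aldose reductase of the colon, had log2 fold changes of -1.57 and -1.50. Those of Isg15 and the unnamed gene Gm9706 were -2.34 and -3.03. The phosphate carrier Slc34a2, the lipid carrier Apoc2 and Igfbp6, a binder of insulin-like growth factor, had 1.53, 1.44 and 1.38.

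In GF against SPF mice 11 probe sets were higher and 11 lower of 7054 (limma, adjusted over all), with 412 and 288 at an unadjusted p under 0.05, and 0 and 0 with the methods' t-test adjusted in the same way. Groups did not overlap on 836 and 525 probe sets, 19.3% against 10% by chance. With the replicate numbers as a block 6 were higher and 5 lower. Without IQI SPF JTX replicate 3 the counts were 73 and 69, without any 1 of the 3 GF arrays 1 and 0, without SPF replicate 1 4 and 13, and without SPF replicate 2 4 and 5. With the run batch as a random block they were 1 and 0, and as deposited 1 and 0. The GF mice also had the female pattern of Xist and Y-linked transcripts, so flora, sex and run cannot be told apart in any of these differences. Of 30 lists 11 passed, against 0 with an estimated correlation. Of 34 interferon-stimulated genes 30 were lower and 4 higher (17 over the list alone, 4 of them over all). The paper had picked Ifit1, Rsad2, Irf7 and others as higher in SPF and lower in GF mice with JTX. Those lists used the same JTX arrays, so the shift is not independent evidence for these genes. Interferon-γ-induced genes (GTPases and others such as Irf1) had -0.92, and -0.56 without SPF replicate 2. Their adjusted p was 3.45e-06 in limma's camera test, and 0.299 with an estimated correlation, with 5 over the list alone. MHC class I genes had -0.36 (adjusted p = 0.000325 and 0.299, 0 over the list alone). Cell cycle genes had -0.37 (adjusted p = 1.85e-07 and 0.265, 0 over the list alone). Antimicrobial genes had -0.59 (adjusted p = 0.0132 and 0.413, 3 lower and 1 higher over the list alone). Small intestine markers had 0.93 (adjusted p = 3.18e-07 and 0.129, 5) and smooth muscle markers 0.31 (adjusted p = 0.000206 and 0.180, 4). Enteroendocrine markers had 0.67 (adjusted p = 0.00889 and 0.299, 2). Regulatory factors and Stat genes at -0.35 (adjusted p = 0.0178 and 0.299, 2) did not pass without GF replicate 3 (adjusted p = 0.0666) or SPF replicate 2 (adjusted p = 0.0638). Glucocorticoid-induced genes at 0.38 (adjusted p = 0.0311 and 0.299, 2) did not pass without GF replicate 3 (adjusted p = 0.0742) or SPF replicate 1 (adjusted p = 0.196). Erythrocyte markers at 0.72 (adjusted p = 0.0311 and 0.299, 2) did not pass without GF replicate 1 (adjusted p = 0.0710), SPF replicate 1 (adjusted p = 0.0978) or SPF replicate 2 (adjusted p = 0.103).

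Among JTX-treated SPF mice, adipose markers were lower and sterol synthesis genes higher in IQI than in BALB/c mice. Neither list passed in limma's camera test with an estimated correlation (adjusted p = 0.349 each). Of 10 MHC class II genes 7 were lower and 3 higher, and that list did not pass there either. H2-Ea, a chain of the class II molecule H2-E, was at 15.1 ± 3.83 in IQI and 541 ± 49.3 in BALB/c mice (mean ± SD, n = 3 mice each), a log2 fold change of -5.19 (SE 0.23, limma adjusted p = 0.000147). Pla2g2a, an antibacterial phospholipase of Paneth cells, had 19.0 and 220.1 (log2 fold change -3.74, SE 0.48, limma adjusted p = 0.0107), and the Paneth cell defensin Defa35 287 and 10.7 (log2 fold change 4.42, SE 0.62, limma adjusted p = 0.0140). Adipoq, a hormone of fat cells, was at 82.0 and 449, and Fdps, an enzyme of sterol synthesis, at 849 and 365. The vesicle protein Rab3d, Rsad2, the lysine enzyme Aass, Tbc1d15 and Itln1 had log2 fold changes of 3.30, 2.81, 2.79, 2.78 and 2.49. The GTPase Gbp2b, the fat cell hormone Retn and the muscle protein Sspn had -4.50, -4.02 and -3.01. The steroid enzymes Hsd3b6, Hsd3b2 and Hsd3b3 had -4.34, -2.91 and -2.85. Mean signals of Gbp2b, Retn, Sspn and Hsd3b6 in IQI mice were only 6.90 to 13.0, and those of Aass and Defa35 in BALB/c mice 13.4 and 10.7. Defa35 also had an SD of 190 in IQI mice. The size of these changes is therefore uncertain. In all, 108 probe sets were higher and 119 lower of 6977, with 606 and 693 at an unadjusted p under 0.05, 952 and 1084 without overlap (29.2% against 10% by chance) and 0 and 0 with the methods' t-test. No run batch held both strains, and with the run batch as a random block the counts were 5 and 7, and as deposited 17 and 27. Probe sets at the 5' end of 18S ribosomal RNA had 5559, 6494 and 496 on IQI SPF replicates 1, 2 and 3 and 12.8 to 25.1 on the BALB/c JTX arrays, so strain, run and labelling or RNA preparation cannot be told apart. Without IQI SPF replicate 3 the counts were 587 and 625, without SPF replicate 1 65 and 59, without SPF replicate 2 29 and 32, and without BALB/c JTX replicates 1, 2 and 3 25 and 23, 26 and 22, and 22 and 21. Of 30 lists 7 passed, against 0 with an estimated correlation: interferon-stimulated genes 0.66 (adjusted p = 1.35e-06, and 0.450 with an estimated correlation, 8 higher and 1 lower over the list alone), sterol synthesis genes 0.70 (adjusted p = 2.92e-07 and 0.349, 9) and cell cycle genes 0.42 (adjusted p = 1.73e-05 and 0.349, 8) higher, and smooth muscle markers -0.42 (adjusted p = 1.73e-05 and 0.237, 9), adipose markers -1.48 (adjusted p = 1.73e-05 and 0.349, 5), MHC class II genes -0.83 (median -0.18, since H2-Ea carries much of the mean, adjusted p = 0.00332 and 0.349, 4) and glucocorticoid-induced genes -0.32 (adjusted p = 0.0235 and 0.349, 4 lower and 1 higher) lower. The last did not pass without IQI SPF replicate 1 (adjusted p = 0.0658) or BALB/c JTX replicate 2 (adjusted p = 0.0657). Ifit1, Rsad2, Irf7 and others were picked by the paper as higher in IQI SPF and lower in BALB/c mice with JTX. The same JTX arrays were used, so the interferon-stimulated shift is not independent evidence for these genes.

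Genes that the paper lists for IQI mice are given here as levels in JTX-treated mice. Lgals9 had a scaled signal of 926 ± 257 in JTX-treated SPF and 327 ± 78.0 in JTX-treated GF mice (mean ± SD, n = 3 mice each), Ifit3 107 ± 45.7 and 30.2 ± 1.68, and Tyki (Cmpk2), a kinase of nucleotides, 60.6 ± 11.8 and 16.3 ± 5.47. The helicase Ifih1, which senses viral RNA, was at 279.7 ± 48.1 and 172 ± 15.8, the immunoproteasome subunit Psmb8 at 516 ± 264 and 228 ± 37.4, and the serine protease Prss8 at 231 ± 12.8 and 170.2 ± 7.86. Hba-a1, a globin of red cells, had 329 ± 44.3 and 739 ± 175, and the water channel Aqp8 785 ± 116 and 564 ± 132. In BALB/c mice, genes of the RT-PCR table had log2 fold changes of -0.38 (Gbp2), -0.42 (Irgm1), -0.93 (Ifit2) and 0.07 (Samhd1), and Cxcl10 lay at 7.31 with JTX and 10.5 with water, too dim to test. Mtif2, Muc13, Idnk and Lrmp, at 0.51, 0.30, 0.62 and 0.56, were among the 10 highest ranked in BALB/c mice without passing in limma.

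The lower interferon-stimulated genes of JTX-treated BALB/c mice could reflect JTX, the scaling of the arrays, the day of the run or fewer macrophages, dendritic cells and B cells in the tissue. On the signals as deposited the mean log2 fold change of the list was -0.21 (SE 0.13 over arrays), so the fall of the signals themselves stays open, while a shift against other genes cannot come from a factor for a whole array, by its construction. Since 0 run batches hold both groups, an effect of the run cannot be told from one of JTX. The list of macrophage and dendritic cell markers had a mean of 0.040 (SE 0.05), and B cell markers had -0.09 (SE 0.06). Both SE are over genes, so the spread of these means between mice is not given. The mean of 0.040 argues against a loss of macrophages and dendritic cells within that limit. The 3 T cell markers had -0.64 (limma camera adjusted p = 0.0136, and adjusted p = 0.197 with an estimated correlation), so a loss of T cells stays open. New arrays of both groups in a single run, with RT-PCR of Isgf3g and Ifit1 on the same RNA, would part the run from the treatment.

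Splits of 6 arrays into groups of 3 number 10, too few for a share under 0.05. In BALB/c mice the lists that passed were 11 for the real groups, reached by 1 of the splits, and at most 6 for another split. Probe sets by the methods' criteria were 18 higher, reached by 5 splits with at most 28 for another (the larger side of each split, since a split and its mirror are the same), and 36 lower, reached by 1 with at most 28 for another, while the 0 and 0 of limma were reached by all 10 with at most 0. In GF against SPF mice the 11 and 11 probe sets and the 11 lists were each reached by 1 split, with at most 0, 0 and 9 for another. Against the 4 splits that part all 3 replicate pairs, the highest others were 0 probe sets and 3 lists. In IQI against BALB/c mice 108 and 119 probe sets were each reached by 1 split, with at most 0 for another, and the 7 lists by 3, with at most 8.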
